# Selectivity of mRNA degradation by autophagy in yeast

**DOI:** 10.1038/s41467-021-22574-6

**Published:** 2021-04-19

**Authors:** Shiho Makino, Tomoko Kawamata, Shintaro Iwasaki, Yoshinori Ohsumi

**Keywords:** Autophagy, Ribophagy, Nutrient signalling, RNA decay

## Abstract

Synthesis and degradation of cellular constituents must be balanced to maintain cellular homeostasis, especially during adaptation to environmental stress. The role of autophagy in the degradation of proteins and organelles is well-characterized. However, autophagy-mediated RNA degradation in response to stress and the potential preference of specific RNAs to undergo autophagy-mediated degradation have not been examined. In this study, we demonstrate selective mRNA degradation by rapamycin-induced autophagy in yeast. Profiling of mRNAs from the vacuole reveals that subsets of mRNAs, such as those encoding amino acid biosynthesis and ribosomal proteins, are preferentially delivered to the vacuole by autophagy for degradation. We also reveal that autophagy-mediated mRNA degradation is tightly coupled with translation by ribosomes. Genome-wide ribosome profiling suggested a high correspondence between ribosome association and targeting to the vacuole. We propose that autophagy-mediated mRNA degradation is a unique and previously-unappreciated function of autophagy that affords post-transcriptional gene regulation.

## Abstract (web summary)

Autophagic degradation of proteins and organelles is well studied, but the role of autophagy in RNA regulation is unclear. Here, the authors profile mRNAs targeted to the vacuole in yeast and observe autophagy-mediated mRNA degradation is not random but rather is a preferential process.

## Introduction

Autophagy is a highly conserved eukaryotic pathway that isolates cellular components for degradation and recycling in response to nutrient starvation, thereby maintaining homeostasis in nutrient-limited environments^1,2^. Upon autophagy induction, substrates are sequestered within a double-membrane vesicle called an autophagosome and subsequently delivered to the vacuole (yeast) or lysosome (mammals) where they are degraded by hydrolytic enzymes.

Autophagy is originally thought to be nonselective (i.e., bulk), which isolates cytoplasmic material in an apparently random manner. In contrast, selective autophagy eliminates harmful proteins and superfluous, damaged organelles, such as endoplasmic reticula (ER) and mitochondria^3^. Substrates of selective autophagy, often marked for degradation by modifications such as ubiquitination, are recognized through their binding to receptors that facilitate localization to the site of autophagosome formation^4–6^. In addition to the clear distinction of substrate, autophagy may show the broad spectrum of protein substrate preference. Acetaldehyde dehydrogenase and tRNA ligases^7,8^ are such examples. The mechanism underlying this preference has been still unknown.

Despite the many studies of protein and organelle degradation by autophagy, RNA degradation by autophagy has not been well examined. Historically, RNA degradation by autophagy was suggested in pioneering works examining amino acid-starved rat livers by Lardeux and Mortimore^9–12^. More recently, our group showed that RNA delivered to vacuoles via autophagy is degraded by the T2-type RNase Rny1, and that the resulting nucleotides are further hydrolyzed to nucleosides by the vacuolar phosphatase/nucletidase Pho8^13^. The question of whether RNA degradation by autophagy occurs preferentially, however, remains unaddressed.

In this study, we examine the degradation of mRNAs by rapamycin-induced autophagy in yeast. mRNA sequencing reveals that autophagy preferentially delivers a subset of mRNA species to the vacuole for Rny1-mediated degradation. We further find that the selectivity of autophagy-mediated mRNA degradation is coupled with translation by reporter gene analysis. Genome-wide ribosome profiling further demonstrates that persistent ribosomal interaction is associated with selective mRNA delivery to vacuoles. The autophagic delivery of ribosome-mRNA complexes to the vacuole depends on Atg24 sorting nexin complex, which is required for autophagic degradation of multisubunit complexes, such as the proteasome and ribosome. We provide a foundational description of autophagy-mediated RNA degradation in yeast, as well as molecular insights into the selectivity of this hitherto underappreciated pathway.

## Results

### Autophagy delivers mRNAs to the vacuole for degradation

We began by identifying mRNAs species delivered to vacuoles by autophagy. As mRNA delivered to the vacuole is immediately degraded by the vacuolar ribonuclease Rny1 in wild-type (WT) cells^13^, we constructed a strain (*rny1*Δ) lacking this enzyme. To isolate vacuole-delivered mRNAs, we adopted a strategy employing a highly purified vacuolar fraction from cell lysates by flotation with ultracentrifugation (Fig. 1a). The purity of the vacuolar fraction was confirmed by vacuole protein enrichment and the apparent absence of ER, Golgi, and nucleolar proteins (Supplementary Fig. 1a).

**Fig. 1:**
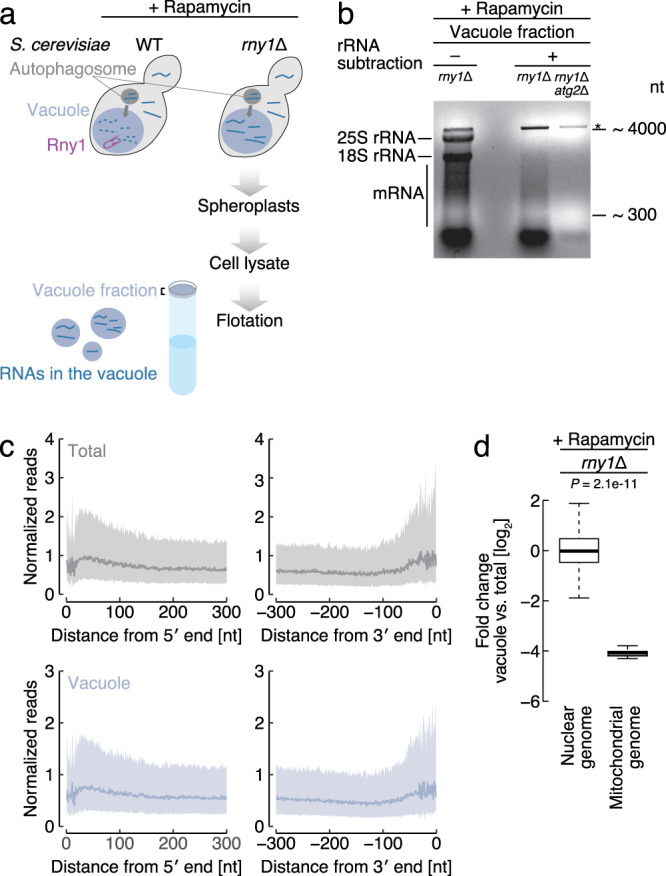
Determination of the autophagy-dependent vacuolar transcriptome. **a** Schematic illustration of the experimental design. Following the induction of autophagy by 3 h rapamycin treatment, vacuoles from yeasts were purified by ultracentrifugal flotation. A strain deleted for the vacuolar nuclease Rny1, which degrades nucleic acids within the vacuole, was used. **b** Autophagy-dependent mRNA accumulation in the vacuole fraction. Agarose gel electrophoresis image of RNAs detected in the vacuole fraction of rapamycin-treated (3 h) cells. rRNA subtraction was performed by treating extracted RNA samples with oligonucleotides complementary to rRNAs. Representative results from three independent experiments are shown. Asterisk indicates a nonspecific band. **c** Meta-gene analysis for mRNA-Seq read distributions around the 5′ and 3′ ends of transcripts from whole-cell lysate (gray) or vacuole fraction (purple). The 5′ end of reads is depicted. The line and shaded area represent the median and interquartile range, respectively. **d** Change in mitochondrial genome-encoded mRNAs’ enrichment in vacuoles versus total cellular extracts following 3 h rapamycin treatment. Box plots show the accumulation of reads originating from nuclear and mitochondrial genomes, as determined by RNA-Seq. The median, interquartile range (IQR), and 1.5 IQR are represented by a solid line, box, and whiskers, respectively. Significance was determined by unpaired two-sided Mann-Whitney U-test.

Using rapamycin to induce autophagy through TORC1 suppression^14^ and the vacuole purification method described above, we examined the accumulation of RNA species in vacuoles. In addition to rRNAs, we also detected mRNAs that were clearly observed following rRNA subtraction (Fig. 1b). Importantly, we determined that the presence of mRNAs in vacuoles depends on autophagy: mRNAs were hardly detected in *atg2*Δ cells, which are completely defective for autophagy^15^.

Next, we characterized the mRNAs in the vacuoles by RNA sequencing. 

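RNA from total cell lysates and from vacuole fractions, which were purified by flotation on Ficoll, was sequenced after depletion of rRNA. Of the 12 libraries, 6 are labelled *rny1*Δ, a strain without the vacuolar RNase Rny1, and 6 are labelled *rny1*Δ *atg2*Δ, a strain that also lacks autophagy. For each label, growing cells gave 1 total and 1 vacuole library, and cells treated with 0.2 µM rapamycin for 3 h gave 2 of each. The authors aligned the reads to the S288C genome and deposited the number of reads that HTSeq counted on each gene, without normalization. The deleted genes served as a check of the labels. *ATG2* (YNL242W) had between 851 and 1448 counts in the libraries labelled *rny1*Δ and between 0 and 79 in those labelled *rny1*Δ *atg2*Δ. *RNY1* (YPL123C) had counts in all 12 libraries. In those labelled *rny1*Δ, it had 247, 256 and 327 counts in total lysates and 320, 416 and 418 in vacuole fractions. In those labelled *rny1*Δ *atg2*Δ, it had between 9 and 439 counts. Counts per gene do not show which part of *RNY1* these reads come from, so the libraries are named here by their labels.
The libraries labelled *rny1*Δ had 15586926 counts on genes in the total lysate and 19257411 in the vacuole fraction of growing cells. After rapamycin treatment, they had 10349295 and 9156333 in total lysates and 10868832 and 13097522 in vacuole fractions. Those labelled *rny1*Δ *atg2*Δ had 19136705 and 20364284 in growing cells, 17234390 and 11715622 in total lysates after rapamycin treatment, and 22097523 and 535462 in vacuole fractions. In the last of these libraries, 3 counts correspond to 5.60 CPM (counts scaled to library size), and in the other libraries to between 0.136 and 0.328 CPM. These floors cover counting error only, since PCR duplicates were not removed by molecular identifiers.
Vacuolar enrichment of an mRNA was computed as its vacuole/total ratio after rapamycin treatment divided by its ratio in growing cells, on a log2 scale. It was tested by edgeR's quasi-likelihood test on TMM-normalized counts of the 5753 protein-coding genes with at least 10 counts summed over the libraries. All 12 libraries were fitted together in 8 groups. Growing cells have a single library per fraction and label, so the spread comes from the rapamycin replicates, with a common biological coefficient of variation of 0.0775. The log2 difference between the replicates had an SD of 0.215 across mRNAs in total lysates labelled *rny1*Δ and 0.147 in their vacuole fractions. Each library was scaled to its own size, so ratios and enrichments compare the makeup of the fractions, not the amount of mRNA delivered.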

The even distribution of vacuolar mRNA reads suggests that nontruncated, full length mRNAs are delivered to vacuoles in *rny1*Δ cells (Fig. 1c) and verifies that Rny1 is the sole vacuolar nuclease responsible for mRNA degradation^13^. In contrast to nuclear genome-encoded mRNAs, mitochondrial genome-encoded mRNAs were clearly excluded from the vacuole fraction (Fig. 1d), suggesting only limited mitochondrial degradation under the employed conditions.

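Vacuole/total ratios were compared between 19 mitochondrially encoded mRNAs and 5734 nuclear encoded mRNAs in TMM-normalized CPM. After rapamycin treatment, the median log2 ratio of the mitochondrially encoded mRNAs in the libraries labelled *rny1*Δ was −3.93 in replicate 1 and −4.29 in replicate 2. The nuclear encoded mRNAs had medians of 0.027 and 0.068. Mitochondrially encoded mRNAs made up 3.94% and 5.85% of the counts in total lysates and 0.291% and 0.349% in vacuole fractions. In the fit of all libraries, their median was −4.15 (adjusted p = 5.7e-31 from camera, a gene set test of limma, with Benjamini-Hochberg adjustment over the 6 comparisons of this set). Leaving out replicate 1 moved this median most among the settings tried, to −4.41. The camera p-values of this set treat its mRNAs as nearly independent and do not measure the spread between preparations. In growing cells, the median was −5.46 in the libraries labelled *rny1*Δ and −5.77 in those labelled *rny1*Δ *atg2*Δ. After rapamycin treatment, it was −1.95 and −1.56 in the replicates labelled *rny1*Δ *atg2*Δ. The rise from growing to rapamycin-treated cells was smaller in the libraries labelled *rny1*Δ (median difference of −2.59, camera adjusted p = 8.8e-11).

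**Figure D1:**
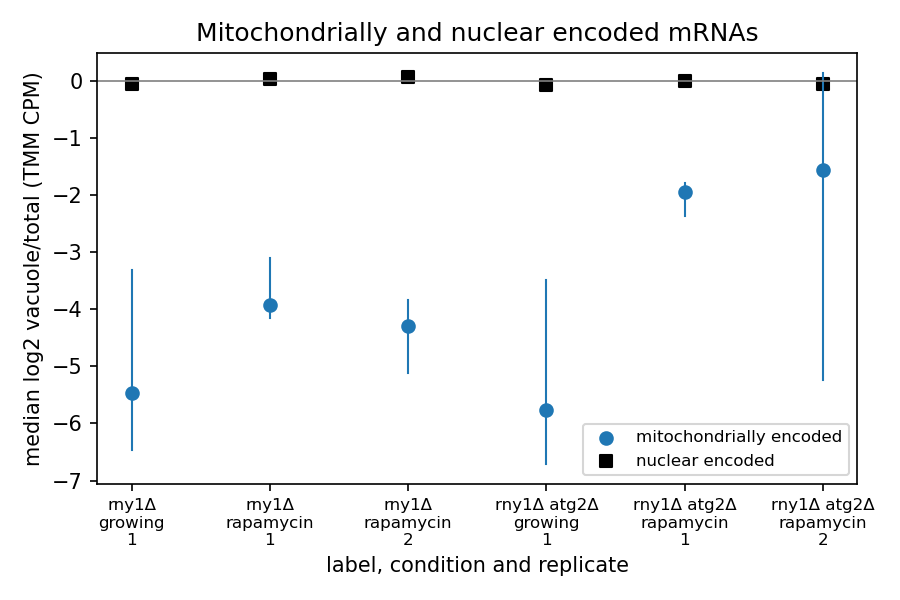
Median log2 vacuole/total ratio (TMM-normalized CPM) of the 19 mitochondrially encoded mRNAs (blue circles, lines from the lowest to the highest mRNA) and of the 5734 nuclear encoded mRNAs (black squares) in each pair of a vacuole and a total library. The medians of the mitochondrially encoded mRNAs lie between −5.77 and −1.56.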

### Vacuolar delivery of mRNA has selectivity

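Total RNA of WT cells was sequenced before and during treatment with 0.2 µM rapamycin, from the same lysates that were used for ribosome footprints. The 5 libraries came from 2 growing cultures and from 1 culture each at 1 h, 2 h and 3 h. The authors deposited counts of reads on coding sequences. The growing libraries had 13174854 and 14917164 counts on genes. The 1 h, 2 h and 3 h libraries had 10361721, 13421486 and 11282067. Each time point was compared with the growing cells on 5927 protein-coding genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Since only growing cells have replicates, the spread rests on those 2 libraries, whose log2 difference had an SD of 0.192 across mRNAs. With a log2 fold change of at least 1 in size and an adjusted p-value under 0.01, 857 mRNAs were increased and 969 reduced at 1 h. At 2 h, 663 were increased and 859 reduced, and at 3 h 691 and 945. When the ribosome footprint libraries were fitted together with these 5 libraries, which raised the estimated spread, no mRNA passed in either direction at 3 h, while 2712 had an unadjusted p-value under 0.05. In total lysates of the libraries labelled *rny1*Δ, 1228 mRNAs were increased and 1318 reduced after 3 h of rapamycin treatment. Their changes had a Spearman correlation of 0.72 across genes with those of WT cells at 3 h. Genes are not independent replicates, so no p-value is given for correlations across genes.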

We next set out to determine unique features of mRNA species delivered to the vacuole while accounting for previously reported dramatic changes in the cellular transcriptome upon rapamycin treatment (Supplementary Fig. 2a and see Materials and Methods)^16^. A broad spectrum of mRNAs is delivered to the vacuole (Fig. 2a and Supplementary Fig. 2b). 

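Of the 6005 protein-coding genes in the counts, 5707 and 5711 had at least 3 counts in the vacuole fractions of the rapamycin replicates labelled *rny1*Δ. In the matching total lysates, 5688 and 5677 genes reached 3 counts. The log2 vacuole/total ratio after rapamycin treatment, without division by the ratio in growing cells, was at least 1 for 646 mRNAs and at most −1 for 409 mRNAs, with an adjusted p-value under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ranks of mRNAs in the replicates had a Spearman correlation of 0.995 in vacuole fractions and 0.990 in total lysates, across the 4009 genes with at least 10 counts in every library.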

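Among the libraries labelled *rny1*Δ, vacuolar enrichment was at least 1 on the log2 scale for 696 mRNAs and at most −1 for 458 mRNAs, with an adjusted p-value under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2's Wald test, 382 mRNAs were enriched, 381 of them among the 696, and 504 were depleted. With a correction for gene length, 313 were enriched, 282 of them among the 696.
The mRNA of *HOM2* (YDR158W) had an enrichment of 2.25 (standard error 0.17, adjusted p = 5.8e-08). Its log2 vacuole/total ratio was 0.028 in growing cells and 2.26 and 2.30 in the replicates after rapamycin treatment. For *LYS1* (YIR034C), the enrichment was 1.83 (standard error 0.18, adjusted p = 1.0e-06), and those of *HIS5* (YIL116W) and *ARO2* (YGL148W) were 1.72 and 1.98. The mRNA of *PIG2* (YIL045W) was depleted, with an enrichment of −1.85 (standard error 0.22, adjusted p = 5.6e-06) and log2 ratios of −1.95 and −1.92 after rapamycin treatment. For *NTH2* (YBR001C), the enrichment was −1.18 (standard error 0.21, adjusted p = 2.6e-04), and with the length correction it was −0.90 and no longer past the threshold. Both *PIG2* and *NTH2* rose in vacuoles, but more in total lysates. *PIG2* went from 15.7 to 108 and 126 CPM in vacuoles and from 16.6 to 417 and 477 in total lysates. *ARO2* fell in both fractions, from 458 to 339 and 325 CPM in vacuoles and from 457 to 95.4 and 72.2 in total lysates. *HOM2*, *LYS1* and *HIS5* rose in vacuoles.
For other depleted mRNAs, the value rests on a high ratio in growing cells. *APL5* (YPL195W) had an enrichment of −3.06 (adjusted p = 7.8e-09). Its log2 ratio was 3.19 in growing cells, from 2392 counts in the total lysate and 25402 in the vacuole fraction, and 0.28 and −0.026 after rapamycin treatment. *ASG1* (YIL130W) had an enrichment of −2.45 (adjusted p = 1.1e-08) and ratios of 1.73, −0.76 and −0.68. The 3 lowest enrichments were those of *FAB1* (YFR019W, −4.14), *GIS3* (YLR094C, −3.73) and *RAV1* (YJR033C, −3.26), whose ratios in growing cells were 5.13, 3.21 and 3.75. In all, 62 of the 458 depleted mRNAs had a log2 ratio of at least 1 in growing cells, and 32 had a ratio above 0 after rapamycin treatment.
Of the 3 highest enrichments, 2 rest on few counts. *TAR1* (YLR154W-C), whose gene lies within the rRNA genes so that the origin of its reads is uncertain, had between 0 and 16 counts in each library labelled *rny1*Δ. With both rapamycin replicates averaged, its enrichment was at least 7.25-fold. The replicates differed, with log2 vacuole/total ratios of 1.42 and 0.20, so this limit need not hold in each of them. The enrichment of *TAR1* was no longer past the threshold with DESeq2's size factors. *ECM12* (YHR021W-A), which overlaps the gene YHR022C, had an enrichment of 3.16 (adjusted p = 2.9e-04) from 10 to 114 counts per library and did not pass with DESeq2's test. *ANK1* (YGL242C) had an enrichment of 3.15 (adjusted p = 2.9e-07).

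**Figure D2:**
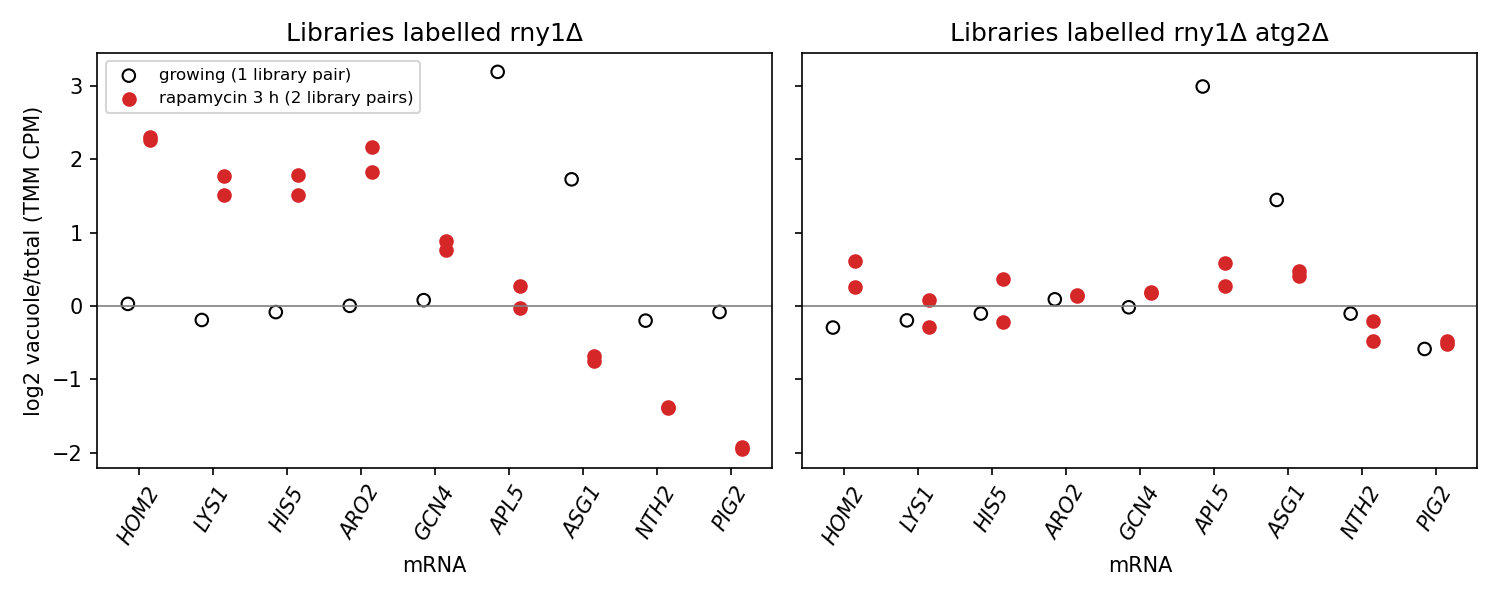
Log2 vacuole/total ratio (TMM-normalized CPM) of 9 mRNAs in growing cells (open circles, 1 pair of libraries) and after 3 h of rapamycin treatment (red circles, 2 pairs), in the libraries labelled *rny1*Δ and *rny1*Δ *atg2*Δ. *APL5* and *ASG1* lie above 0 in growing cells of both labels, and *HOM2*, *LYS1*, *HIS5* and *ARO2* rise above 1 after rapamycin treatment only in the libraries labelled *rny1*Δ.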

We identified quantitatively over- and under-represented subsets of mRNAs relative to the cellular transcriptome, which we refer to as vacuole enriched and vacuole depleted, respectively. 

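The enrichment of the 696 mRNAs was then read in the libraries labelled *rny1*Δ *atg2*Δ. Their median log2 enrichment was 1.37 in the libraries labelled *rny1*Δ, with 1.33 and 1.41 in the replicates, and 0.094 in those labelled *rny1*Δ *atg2*Δ, with 0.13 and 0.074. The lower and upper quartiles were 1.17 and 1.66 in the former and −0.15 and 0.38 in the latter. For the 458 depleted mRNAs, the median enrichment was −1.28 under *rny1*Δ and −0.28 under *rny1*Δ *atg2*Δ. Since the enriched mRNAs were chosen by their value in the libraries labelled *rny1*Δ, as many mRNAs were also chosen in replicate 1 alone and read in replicate 2, where the medians were 1.44 and 0.034. Both replicates share the same growing libraries, so this choice leaves selection on the growing ratio in place. Without division by the ratio in growing cells, the medians of the enriched mRNAs were 1.18 under *rny1*Δ and −0.10 under *rny1*Δ *atg2*Δ. In vacuoles without Atg2, the paper hardly detected mRNA (Fig. 1b). Values under *rny1*Δ *atg2*Δ therefore describe the makeup of the RNA sequenced there, and not how much was delivered.
The difference in enrichment between the strains was tested for every mRNA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was at least 1 on the log2 scale for 533 mRNAs, 389 of which are among the enriched mRNAs, and at most −1 for 462, 194 of which are among the depleted mRNAs. The count of 533 fell to 190 with DESeq2's test and to 125 with a correction for gene length, and rose to 787 with the growing ratio averaged over both strains. For *HOM2* and *LYS1*, the differences were 1.60 and 1.62. For *APL5*, whose ratio was high in growing cells of both strains, the enrichment was −2.63 in the libraries labelled *rny1*Δ *atg2*Δ, and the difference of −0.43 was not significant (adjusted p = 0.23). In the libraries labelled *rny1*Δ *atg2*Δ, 130 mRNAs were enriched and 84 depleted by the thresholds used for *rny1*Δ, and 25 and 48 of them were shared with *rny1*Δ.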

Notably, this analysis further ensured that the delivery of vacuole-enriched mRNAs is dependent on Atg2 (Fig. 2b). Northern blotting of representative vacuole-enriched mRNAs further confirmed autophagy-dependent mRNA enrichment in the vacuole (Supplementary Fig. 2c).

**Fig. 2:**
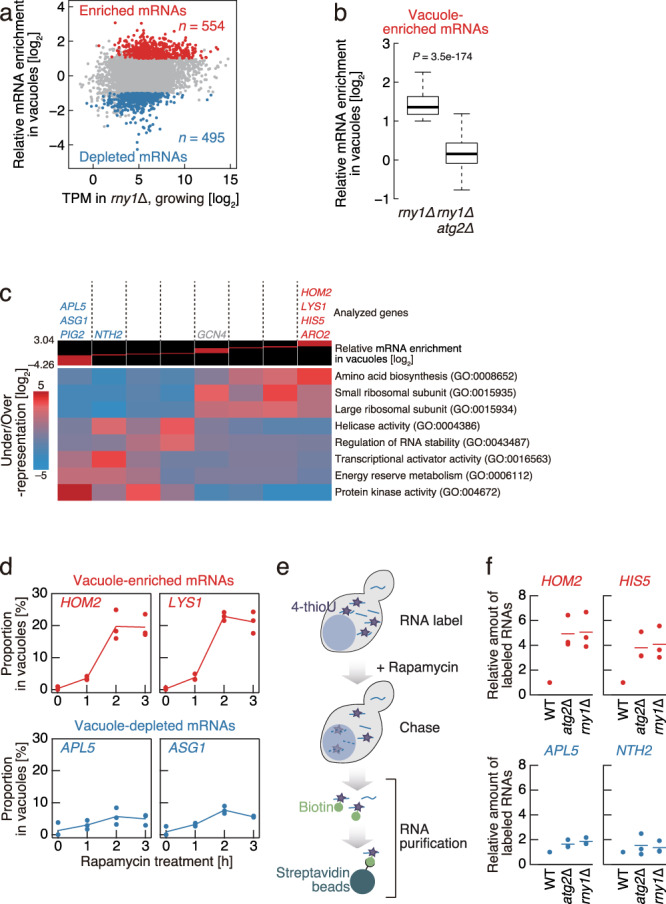
Autophagic mRNA delivery into vacuoles has selectivity. **a** Relative rapamycin-induced mRNA delivery into vacuoles. MA (log ratio vs. mean average) plot of 5592 mRNAs showing relative mRNA enrichment in vacuoles following rapamycin treatment (3 h) versus transcript per million (TPM) in *rny1*Δ cells in growing condition. mRNAs identified as deviating significantly from total cell extracts were classified as “enriched” (log_2_-fold change ≥ 1 and *q* value < 0.01) or “depleted” (log_2_-fold change ≤ −1 and *q* value < 0.01), as indicated in red and blue, respectively. **b** Autophagy dependency of vacuole-enriched mRNA delivery to the vacuole. Box plot showing the relative mRNA enrichment of vacuole-enriched mRNAs following rapamycin treatment (3 h) in *rny1*Δ and *rny1*Δ *atg2*Δ cells. The median, IQR, and 1.5 IQR are represented by solid line, box, and whiskers, respectively. Significance was determined by unpaired two-sided Mann-Whitney U-test. **c** Gene ontology analysis of mRNAs by relative vacuolar enrichment, as determined by iPAGE^62^. The representative vacuole-enriched (red) or -depleted (blue) genes analyzed in this study are shown. **d** Time course of vacuole-enriched (red) or -depleted (blue) mRNA accumulation in *rny1*Δ cell vacuoles following rapamycin treatment. **e** Overview of a labeling strategy employing 4-thiouracil (4-thioU) with rapamycin treatment to monitor mRNA degradation. **f** Persistence of 4-thioU-labeled vacuole-enriched (red) or -depleted (blue) mRNAs following 1 h rapamycin treatment as determined by the strategy shown in **e**. Data were normalized to 4-thioU-labeled mRNA values detected in WT cells, which were set to 1. In **d** and **f**, data present mean (line) and individual results (points) of three independent experiments.

Next, we conducted functional characterization of the vacuole-enriched and -depleted mRNAs by gene ontology analysis. Strikingly, housekeeping mRNAs associated with amino acid biosynthesis and ribosomal proteins were most likely to be delivered to vacuoles (Fig. 2c). In contrast, the vacuole-depleted fraction was characterized by mRNAs with regulatory roles, such as those encoding proteins with protein kinase, energy reserve metabolism, and transcriptional activator (Fig. 2c). 

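Gene sets were listed by name, since the reference annotation holds no functional terms, and each of the 6 sets was compared with all other mRNAs by camera with Benjamini-Hochberg adjustment over the sets. The median enrichment of 88 amino acid biosynthesis mRNAs lay 0.88 above that of all mRNAs on the log2 scale (adjusted p = 3.7e-13), with 0.85 and 0.91 in the replicates labelled *rny1*Δ. Of these mRNAs, 42 (47.7%) were vacuole enriched and 1 was vacuole depleted (Fisher's exact test for enriched, adjusted p = 1.2e-15). mRNAs for the large ribosomal subunit lay 0.75 above all mRNAs (80 mRNAs, adjusted p = 1.2e-10), and 26 of them (32.5%) were vacuole enriched. The shift was 0.87 for the small ribosomal subunit (56 mRNAs, adjusted p = 2.8e-13), and 26 of these (46.4%) were vacuole enriched. Many ribosomal protein genes are pairs of near-identical copies, and the counting could have divided or dropped their reads, so values of single copies are uncertain.
In the libraries labelled *rny1*Δ *atg2*Δ, the shift of the amino acid biosynthesis set was 0.20 (adjusted p = 1.7e-04). Both ribosomal sets had a difference of −0.11 from all mRNAs there (adjusted p = 0.148 for each). The difference between the strains was 0.64, 0.88 and 1.02 for the 3 sets (adjusted p = 1.0e-05, 5.2e-12 and 1.2e-14). Correction for gene length moved the ribosomal sets most, to 0.20 and 0.36, while the amino acid biosynthesis set remained at 0.90. The coding sequences had a median of 143 and 134.5 codons in the ribosomal sets and 440 in the amino acid biosynthesis set.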

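The median enrichment of 29 mRNAs of energy reserve metabolism lay below that of all mRNAs, with a difference of −1.13 on the log2 scale (camera with Benjamini-Hochberg adjustment, adjusted p = 8.2e-09). Of these, 17 (58.6%) were vacuole depleted (Fisher's exact test, adjusted p = 2.0e-11). For 113 protein kinase mRNAs, the difference was −0.55 (adjusted p = 2.1e-08), with −0.54 and −0.56 in the replicates labelled *rny1*Δ. Among them, 27 (23.9%) were vacuole depleted and 1 was vacuole enriched (Fisher's exact test for depleted, adjusted p = 4.0e-07). Transcription factor mRNAs had a difference of −0.38 (112 mRNAs, adjusted p = 2.0e-05), and 20 of them (17.9%) were depleted. Both regulatory lists were written by hand after the counts of some named genes had been seen, and before any value of a set was computed.
The kinase difference depends on the ratio in growing cells: it was −0.21 from the rapamycin libraries alone. A correction for gene length gave −0.28 for the kinase, −0.17 for the transcription factor (adjusted p = 0.020) and −0.85 for the energy reserve set. In the libraries labelled *rny1*Δ *atg2*Δ, the energy reserve set lay 0.11 above all mRNAs, which was not significant (camera adjusted p = 0.148). Both regulatory sets had a difference of −0.12 there (adjusted p = 0.0049 for each). The strains differed by −1.06 in the energy reserve set (adjusted p = 8.1e-11), by −0.31 in the kinase set (adjusted p = 4.5e-04) and by −0.25 in the transcription factor set (adjusted p = 0.026).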

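Vacuolar enrichment was compared with the abundance of each mRNA in the total lysate of growing cells labelled *rny1*Δ, as log2 TPM (counts per kilobase of the annotated gene, scaled to library size). The Spearman correlation across 5731 genes was 0.19, with 0.18 and 0.21 in the replicates. It moved most with the filter on low counts, to 0.42 among genes with at least 10 counts in every library. Median abundance was 6.22 for vacuole-enriched, 4.60 for vacuole-depleted and 5.01 for all mRNAs. From the lowest to the highest quartile of abundance, 58, 99, 195 and 344 mRNAs were vacuole enriched and 148, 130, 124 and 56 were vacuole depleted, out of 1433, 1433, 1432 and 1433. Enrichment was also compared with the length of the coding sequence, which gave a correlation of −0.49.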

We note that the mRNA selectivity is independent of basal mRNA abundance in cells (Fig. 2a). 

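Several measures bear on whether the enrichment of an mRNA is a property of that mRNA. Enrichment in the libraries labelled *rny1*Δ had a Spearman correlation of 0.16 across genes with that in the libraries labelled *rny1*Δ *atg2*Δ. When vacuole and total libraries were paired across the replicates, the median of the enriched mRNAs was 1.45 and 1.30, and that of the depleted mRNAs −1.43 and −1.16. The crossed pairs hold the same libraries from which the lists were called, so they are no separate test of the enrichment. Of the enriched mRNAs, 499 had a log2 vacuole/total ratio of at least 1 after rapamycin treatment. Of the depleted mRNAs, 230 had a ratio of at most −1. In simulated counts with 200 mRNAs changed by 2 on the log2 scale, 199 were recovered and 1 mRNA without a change was called. The simulation gave all mRNAs and libraries the same spread and changed only mRNAs with higher counts. It therefore tests the fit, and not calls near the threshold, calls from low counts or the unreplicated ratio in growing cells. The paper concludes that delivery of mRNA to vacuoles by autophagy is selective. Its basis is the over- and under-represented mRNAs, the dependence of the enriched ones on Atg2, shared functions, and a selectivity that it describes as independent of basal abundance.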

Taken together, these results reveal that autophagy-mediated mRNA delivery to vacuoles is selective, not random, in nature.

We quantified the proportion of mRNA delivered to the vacuole. To this end, we used the activity of vacuolar alkaline phosphatase^17,18^ as a standard to ascertain the recovery of vacuoles from cell lysates and thereby the relative quantity of mRNAs delivered to the vacuole. This strategy revealed that for vacuole-enriched mRNA species, the proportion of mRNAs accumulating in the vacuole increased dramatically upon autophagy induction (Fig. 2d and Supplementary Fig. 2c); more than 20% of vacuole-enriched *HOM2* (aspartic beta semi-aldehyde dehydrogenase) and *LYS1* (saccharopine dehydrogenase) mRNAs in cell lysates were delivered to vacuoles following 3 h of rapamycin treatment. In contrast, the fraction of vacuole-depleted species, such as *APL5* (a subunit of the clathrin associated protein complex) and *ASG1* (zinc cluster protein proposed to be a transcriptional regulator), was limited at most to a 5% increase in vacuolar localization (Fig. 2d and Supplementary Fig. 2d).

As vacuole-enriched mRNAs are preferentially delivered to the vacuole, we reasoned that the relatively high rate of degradation of these mRNAs should be observed in WT cells. This was verified by RNA-Seq analyses of WT total cell lysates: the total abundance of vacuole-enriched mRNAs was significantly decreased following rapamycin treatment (Supplementary Fig. 2e, f). 

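In WT cells, 694 of the vacuole-enriched and 456 of the vacuole-depleted mRNAs were tested. Relative to all mRNAs, the median log2 change of the enriched mRNAs was −0.32 at 1 h, −0.34 at 2 h and −0.50 at 3 h. The depleted mRNAs had medians of 0.57, 0.44 and 0.52. At 3 h, 10000 random lists of the same size and matched on expression had medians between −0.20 and 0.13 for the enriched and between −0.20 and 0.18 for the depleted mRNAs. There is 1 library at each time point, so the spread between rapamycin-treated cultures is unknown. Against growing replicate 1 alone, the medians at 3 h were −0.56 and 0.55, and against replicate 2 alone −0.46 and 0.49. At 3 h, 28.4% of the enriched and 72.8% of the depleted mRNAs lay above the median of all mRNAs.
Of the enriched mRNAs, 212 (30.5%) were among the mRNAs reduced in WT cells, compared with 16.3% of all 5709 mRNAs tested in both data sets (Fisher's exact test, two-sided, adjusted p = 3.3e-23). Another 38 of them (5.48%) were increased. Of the depleted mRNAs, 138 (30.3%) were increased, compared with 11.6% of all mRNAs (adjusted p = 9.4e-29), and 33 (7.24%) were reduced. Vacuolar enrichment subtracts the change in total lysate, so an mRNA that falls there gains enrichment. The total change under *rny1*Δ had Spearman correlations of −0.50 with enrichment and 0.72 with the WT change. Part of these medians and overlaps can follow from that, and neither the random lists nor Fisher's test accounts for it. *HOM2* and *LYS1* mRNAs changed by −1.30 and −1.04 (adjusted p = 7.2e-08 and 1.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ARO2* and *HIS5* mRNAs changed by −2.15 and −1.01, *NTH2* and *PIG2* mRNAs by 1.20 and 2.47, and *APL5* mRNA by 0.13 (adjusted p = 0.337). Not all of the enriched mRNAs fell throughout. *HIS5* and *LYS1* mRNAs rose by 1.11 and 0.84 at 1 h (adjusted p = 5.6e-07 and 4.7e-06), and at 2 h their changes were 0.00738 and −0.37. The paper reasons that preferential delivery to the vacuole should show as degradation of these mRNAs in WT cells. From their lower abundance, it concludes that this is so. In total lysates labelled *rny1*Δ, *HOM2* mRNA also fell, from 252 to 78.7 and 72.8 CPM. Under *rny1*Δ *atg2*Δ, it fell from 258 to 52.0 and 47.5 CPM. *ARO2* mRNA fell from 457 to 95.4 and 72.2 CPM and from 443 to 53.7 and 65.9 CPM. *LYS1* and *HIS5* mRNAs fell less under both labels. For *HOM2* and *ARO2*, lower abundance alone therefore does not show degradation by autophagy.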

To more directly monitor mRNA degradation, we labeled cellular mRNAs with 4-thiouracil (4-thioU) in vivo, after which we subjected cells to chase in uracil-containing media (Fig. 2e). For this experiment, we used *ura3*Δ cells to enhance incorporation of modified uracil into mRNAs (Supplementary Fig. 3a). In addition, we ascertained that the deletion of *ATG2* or *RNY1* does not affect the RNA labeling rate and total mRNA levels with 4-thioU (Supplementary Fig. 3a, b). Following 1 h rapamycin treatment, labeled mRNAs were biotinylated and purified using streptavidin beads, followed by quantification of mRNA abundance. As the reliability of short-lived mRNA analysis is poor, we focused on relatively long-lived mRNAs^19^. Two representative vacuole-enriched mRNAs engaged in amino acid biosynthesis, *HOM2* and *HIS5* (histidinol-phosphate aminotransferase), were detected at between 3- to 4-fold abundance in *atg2*Δ cells in comparison to WT cells (Fig. 2f, top), providing further evidence of autophagy-dependent degradation. Remarkably, even with an intact autophagy machinery, vacuole-enriched mRNAs in *rny1*Δ cells were also retained to a nearly identical degree as that observed in *atg2*Δ cells, indicating that the nuclease activity of Rny1 is responsible for the degradation of mRNAs following delivery to the vacuole. Meanwhile, vacuole-depleted *APL5* and *NTH2* (putative neutral trehalase) mRNAs showed only marginal autophagy-dependent differences in stability (Fig. 2f, bottom). These results highlight the impact of autophagy on mRNA degradation and clearly demonstrate that autophagic mRNA degradation is carried out via preferential vacuole delivery and subsequent Rny1-mediated hydrolysis.

### Preferential mRNA delivery to vacuoles is coupled with translation

As for other forms of selective autophagy in protein degradation, the mRNA degradation pathway must employ a distinct mechanism. By comparing vacuolar mRNA delivery and mRNA stability, we did not find the correspondence between selectivity of mRNA delivery to the vacuole and the steady-state half-life of mRNAs^19^ (Supplementary Fig. 4a). Thus, the recognition and isolation of target mRNAs necessary for vacuolar degradation appeared to be different to canonical cytoplasmic mRNA turnover, leading us to investigate the mechanistic basis of vacuolar mRNA degradation.

Selective degradation of the ER has been reported^20,21^, and many mRNAs are bound to the ER surface^22^. We determined that concomitant degradation of ER-bound mRNAs is unlikely as ER-bound mRNAs were not enriched in vacuoles (Supplementary Fig. 4b). Another possibility is that mRNAs within ribonucleoprotein (RNP) granules, such as stress granules, are degraded by autophagy through their association with RNP granules^23,24^. However, stress granule mRNAs^25^ were not enriched in the vacuole; rather, these mRNAs were predominantly identified in the vacuole-depleted fraction, suggesting that stress granules are not degraded by autophagy under the conditions employed in this study (Supplementary Fig. 4c).

Autophagy is also known to sequester cytoplasmic ribosomes into autophagosomes for degradation in the vacuole^26^. We observed the accumulation of rRNA in the vacuolar fraction following autophagy induction (Fig. 3a), giving rise to the possibility that translating mRNAs are delivered to the vacuole. To test this hypothesis, we designed a reporter assay to monitor mRNA enrichment by using the vacuolar delivery of *HOM2* mRNA as a model (Fig. 2c, d, and Supplementary Fig. 2c, d). We generated and expressed a series of reporter plasmids under the control of the native *HOM2* promoter (ensuring endogenous expression levels) in a *hom2*Δ background strain (Fig. 3b). Expression of WT *HOM2* mRNA in this strain recapitulated vacuolar delivery. In contrast, delivery of reporter mRNA to the vacuole was inhibited by the insertion of a strong stem-loop just before the start codon, which blocks start codon scanning by the pre-initiation 43 S complex and thus impedes translation^27,28^ (Fig. 3b, c). Further, blocking of translation by the elimination of the start codon (substitution to TTG or TAC) also reduced mRNA delivery into vacuoles while inhibiting translation (Fig. 3b, c). Reporter mRNA level in total cell lysate were comparable with WT *HOM2* mRNA (Supplementary Fig. 5d). Alternative vacuole-enriched *ARO2* (chorismite synthase/flavin reductase) mRNA, which was similarly engineered as *HOM2* reporter, also showed translation dependency for vacuolar delivery (Supplementary Fig. 5a, b, e). These results suggest that mRNA delivery to the vacuole is closely coupled with translation.

**Fig. 3:**
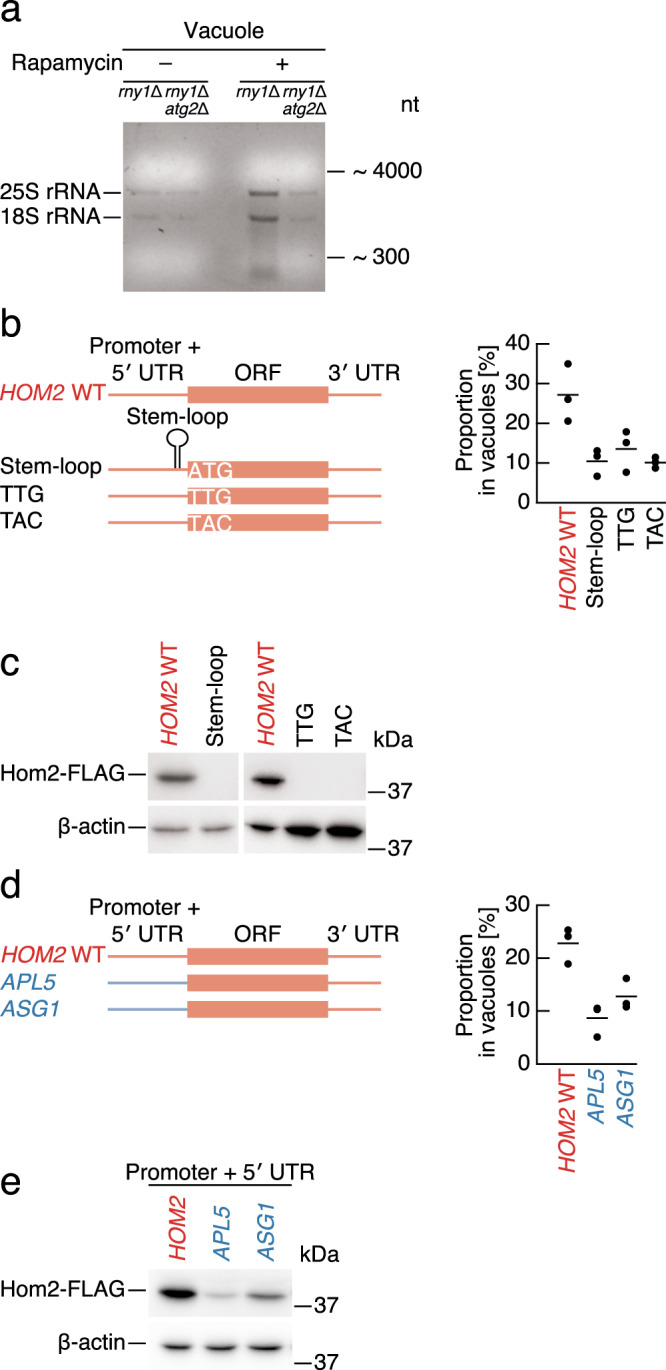
Autophagy-mediated mRNA degradation is coupled with translation. **a** Autophagy-dependent rRNA accumulation in the purified vacuole fraction. Agarose gel electrophoresis of RNAs from purified vacuoles with or without 3 h rapamycin treatment. Representative results from three independent experiments are shown. **b, d** Proportion of a representative vacuole-enriched reporter mRNA*, HOM2*, recovered from vacuolar fractions following 3 h rapamycin treatment. Data were analyzed as described in Fig. 2d. In **b**, translation was blocked either through the introduction of an inhibitory stem-loop just before the *HOM2* start codon, or by introducing point mutations into the start codon (ATG to TTG or TAC). In **d**, the promoter-5′ UTR region of *HOM2* was replaced with that of vacuole-depleted *APL5* or *ASG1*. Data present mean (line) and individual results (points) of three independent experiments. **c, e** Protein levels of reporter mRNAs used in **b** and **d** as determined by Western blotting in growing condition. Representative results from two independent experiments are shown.

To determine whether a protein-encoding region of vacuole-enriched mRNAs is responsible for autophagic delivery to the vacuole, we swapped the *HOM2* ORF with an ORF encoding GFP. Substitution of the *HOM2* ORF had little effect on vacuolar delivery (Supplementary Fig. 5c). In addition, the substitution of the 3′ UTR of *HOM2* with that of *PIG2* (putative type-1 protein phosphatase targeting subunit), a representative vacuole-depleted mRNA, had only a very weak effect on vacuolar delivery (Supplementary Fig. 5c, f). We next swapped the *HOM2* 5′ UTR with vacuole-depleted mRNA 5′ UTRs. We employed 5′ UTRs from vacuole-depleted mRNAs expressed at a similar mRNA level to WT *HOM2* mRNA, since a low abundance of reporter mRNAs could result in the overestimation of vacuolar delivery (Supplementary Fig. 5g). The substitution of the *HOM2* 5′ UTR with vacuole-depleted *APL5* or *ASG1* 5′ UTRs clearly reduced the efficiency of delivery (Fig. 3d). Importantly, the 5′ UTR of vacuole-depleted mRNAs was associated with a marked decrease in *HOM2* protein level (Fig. 3e), which is consistent with the coupling of translation and degradation. Thus, we propose that the 5′ UTR is critical for vacuolar delivery through its regulation of vacuole-enriched mRNA translation.

### Ribosome-mRNA association enhances vacuolar delivery by autophagy

We next conducted an analysis of ribosome-mRNA interactions at the genome-wide level. To this end, we performed ribosome profiling^29^ and monitored associations upon rapamycin treatment, normalizing data to mRNA abundances obtained by RNA-Seq. 

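Ribosome footprints, the stretches of mRNA that ribosomes protect from nuclease, were sequenced from the WT lysates whose RNA-Seq gives the mRNA abundance. The 5 footprint libraries came from 2 growing cultures and from 1 culture each after 1 h, 2 h and 3 h of rapamycin treatment. The authors removed PCR duplicates by molecular identifiers and deposited the counts of footprints on coding sequences. The growing libraries had 4895674 and 2657480 counts on genes, and those at 1 h, 2 h and 3 h had 17485766, 4099173 and 20413301. Between 5371 and 5657 protein-coding genes had at least 3 footprint counts.
Ribosome association of an mRNA was computed as log2 of its footprint CPM divided by its RNA-Seq CPM, both TMM-normalized. Each library was scaled to its own size, so the values are relative to other mRNAs. A loss of ribosomes from all mRNAs, such as the fewer polysomes that the paper reports, cannot show in them. The change in ribosome association was tested in all 10 WT libraries on 5936 protein-coding genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Only the growing groups have replicates. Their footprint libraries differed more than their RNA-Seq libraries, with an SD of the log2 difference across mRNAs of 0.698, and growing footprint replicate 2 had a Spearman correlation of 0.93 with the footprints at 3 h, compared with 0.80 for replicate 1. In RNA-Seq, these correlations were 0.82 and 0.81. The common biological coefficient of variation of this fit was 0.217. No mRNA passed a log2 change of 1 in size with an adjusted p-value under 0.01 at 1 h, 2 h or 3 h, while 249, 252 and 570 mRNAs had an unadjusted p-value under 0.05. With DESeq2's test, 2 mRNAs passed at 3 h, both with lower ribosome association. In simulated counts with 200 mRNAs changed by 2 on the log2 scale, 84 were recovered.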

Rapamycin treatment reduced global protein synthesis, as indicated by reduced polysomes formation (Supplementary Fig. 6a) and previously reported^30^. Remarkably, ribosomal association with vacuole-enriched *HOM2* and *LYS1* mRNAs persisted during rapamycin treatment (Fig. 4a). In contrast, vacuole-depleted *NTH2* and *APL5* mRNAs exhibited a time-dependent decrease in ribosomal association (Fig. 4a). These trends were observed with a high degree of reproducibility throughout all vacuole-enriched and -depleted transcripts (Fig. 4b) and at all assessed time points following rapamycin treatment (1, 2, and 3 h) (Supplementary Fig. 6b). 

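Log2 ribosome association of *HOM2* was 1.65 and 1.31 in the growing replicates, 1.53 at 1 h, 1.72 at 2 h and 1.63 at 3 h. The change at 3 h was 0.15 (standard error 0.38, adjusted p = 0.922 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was −0.074 against growing replicate 1 alone and 0.26 against replicate 2 alone. For *LYS1*, ribosome association was 0.37 and 0.29 in the growing replicates, 0.74 at 1 h, 0.73 at 2 h and 1.06 at 3 h. The change of *LYS1* at 3 h was 0.73 (standard error 0.34, adjusted p = 0.552), with 0.63 and 0.70 against each growing replicate. Relative to other mRNAs, neither gene showed a decrease larger than the difference between the growing replicates.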

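Log2 ribosome association of *NTH2* was 0.49 and 1.09 in the growing replicates, 0.12 at 1 h, 0.18 at 2 h and 0.034 at 3 h. All 3 time points lay below both growing replicates. Its change at 3 h was −0.79 (standard error 0.44, adjusted p = 0.608 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with −0.52 and −1.13 against growing replicates 1 and 2 alone. *APL5* had values of 1.51 and 0.74 in the growing replicates, 0.82 at 1 h, 0.80 at 2 h and 0.41 at 3 h. Only the value at 3 h lay below both growing replicates. The change of *APL5* at 3 h was −0.75 (standard error 0.46, adjusted p = 0.620), with −1.16 and −0.39 against each growing replicate. Neither decrease passed the test after adjustment. Growing footprint replicate 2, which may hold footprints of treated cells, gave the larger decrease of *NTH2* and the smaller of *APL5*.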

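Relative to all mRNAs, the median log2 change in ribosome association of the 694 vacuole-enriched mRNAs was 0.30 at 1 h, 0.34 at 2 h and 0.48 at 3 h. For the 456 vacuole-depleted mRNAs, it was −0.15, −0.20 and −0.25. All 6 medians lay outside those of 10000 random lists matched on size and expression, which at 3 h reached from −0.10 to 0.10 for the enriched and from −0.13 to 0.12 for the depleted mRNAs. At 3 h, 79.1% of the enriched and 33.8% of the depleted mRNAs lay above the median of all mRNAs. The growing replicate used as the reference moved the medians. Against growing replicate 1 alone, those of the enriched mRNAs were 0.31, 0.39 and 0.52, and those of the depleted mRNAs were −0.00162, −0.074 and −0.076. These depleted medians lay inside the random ranges from both replicates, whose lowest values were −0.12, −0.11 and −0.13. The lower ribosome association of the depleted mRNAs therefore stood out only with growing replicate 2 in the reference. That footprint library may hold footprints of treated cells. In it, the 100 mRNAs that rose most at 1 h had a median of 2.78 log2 footprints per mRNA relative to all mRNAs, beside 0.35 in replicate 1. Such footprints would raise the growing ribosome association of mRNAs that rise, so the lower values of the depleted mRNAs could come from this library. Replicate 2 alone gave 0.23, 0.29 and 0.42 for the enriched and −0.26, −0.31 and −0.32 for the depleted mRNAs. Taking 1 h, 2 h and 3 h together moved the median of the enriched mRNAs most among the other settings, to 0.37.

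**Figure D3:**
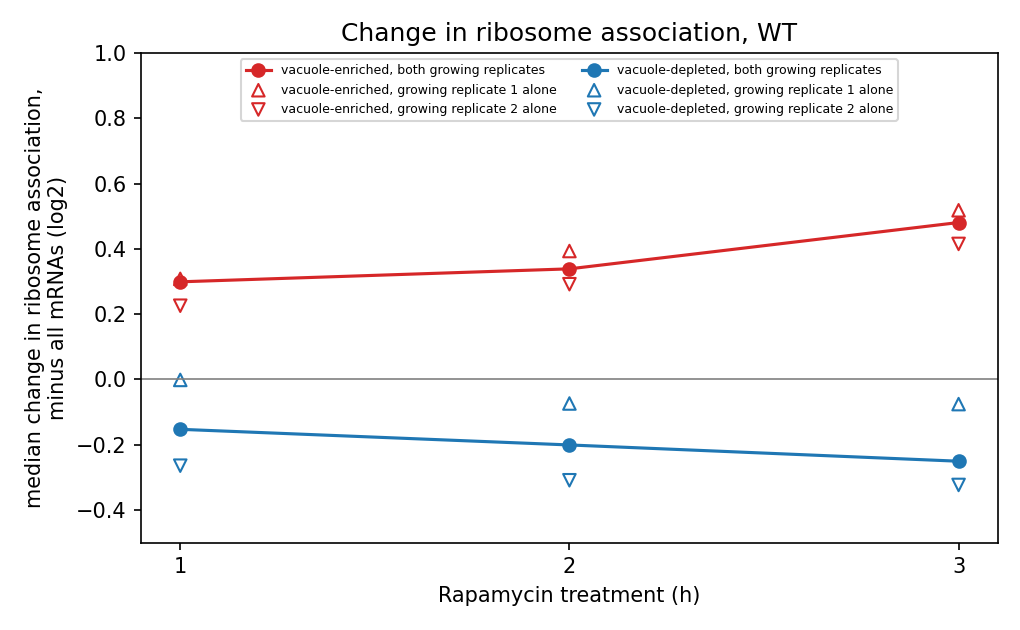
Median log2 change in ribosome association of vacuole-enriched (red) and vacuole-depleted (blue) mRNAs minus that of all mRNAs, after 1 h, 2 h and 3 h of rapamycin treatment (1 library each). Circles use both growing replicates as the reference and triangles each replicate alone. The enriched mRNAs lie between 0.23 and 0.52, and the depleted mRNAs between −0.32 and −0.00162.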

Taken together, these results strongly suggest that persistent ribosome-mRNA association is a key determinant of mRNA degradation by autophagy, even as global translation activity is inhibited during rapamycin treatment.

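Across all mRNAs tested in both data sets, vacuolar enrichment in the libraries labelled *rny1*Δ and the change in ribosome association in WT cells had a Spearman correlation of 0.36 at 3 h. At 1 h and 2 h, it was 0.30 and 0.31. Against growing replicate 1 alone, it was 0.29 at 3 h, and against replicate 2 alone 0.32. Among genes with at least 10 counts in every library, it was 0.44. From the ribosome association that vacuole-enriched mRNAs keep and vacuole-depleted mRNAs lose, the paper proposes that persistent association with ribosomes is a key determinant of the degradation of mRNA by autophagy.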

**Fig. 4:**
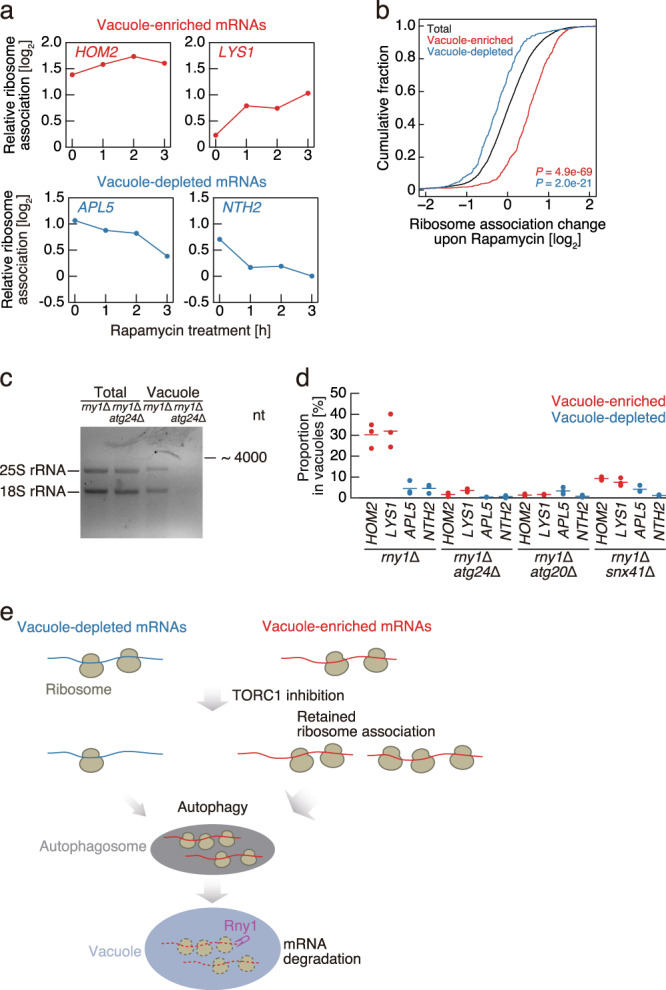
Ribosomal association enhances mRNA delivery to the vacuole. **a** Ribosome association (ribosome footprint data normalized to RNA-Seq reads) of the vacuole-enriched (red) or -depleted (blue) mRNAs (defined in Fig. 2a) during rapamycin treatment. **b** Cumulative distribution of vacuole-enriched (red) and -depleted mRNAs (blue) (defined in Fig. 2a) in relation to the change in ribosome association following 3 h of rapamycin treatment. Significance was determined by unpaired two-sided Mann-Whitney U-test. **c** Agarose gel electrophoresis of RNAs recovered from whole-cell lysate or purified vacuoles of *rny1*Δ and *rny1*Δ *atg24*Δ cells following 3 h rapamycin treatment. Representative result from three independent experiments is shown. **d** The vacuole-enriched (red) or -depleted (blue) mRNA accumulation in purified vacuoles of *rny1*Δ, *rny1*Δ *atg24*Δ, *rny1*Δ *atg20*Δ, and *rny1*Δ *snx41*Δ cells. Data were analyzed as described in Fig. 2d. Data present mean (line) and individual results (points) of three independent experiments. **e** A model for autophagy-mediated mRNA degradation in yeast. A subset of mRNAs is preferentially delivered to vacuoles by autophagy. This mRNA delivery is coupled to mRNA translation. Persistence of ribosome association with mRNA enhances selective mRNA delivery to vacuoles even during blockage of global protein synthesis by TORC1 inhibition. mRNAs delivered to the vacuole by autophagy are subsequently degraded by the nuclease Rny1.

A previous study reported that Atg24 (also known as Snx4) is specifically required for the autophagic degradation of multisubunit complexes such as ribosomes, but not of bulk proteins^31^. Given that autophagic degradation of mRNA is coupled to ribosomal association, we hypothesized that Atg24 is required for autophagy-mediated RNA degradation. To test this, we assessed autophagic degradation of GFP-fused proteins by western blotting, whereby autophagic delivery to the vacuole and subsequent degradation of a protein is detected by the liberation of the vacuolar protease-resistant GFP moiety. As reported previously^31^, the cleavage of free GFP from the bulk-autophagy reporter Pgk1-GFP was observed in both *atg24*Δ and WT cells (Supplementary Fig. 7a), whereas cleavage of GFP from the ribosomal protein Rpl37a-GFP was detected in WT but not *atg24*Δ cells (Supplementary Fig. 7b). Critically, accumulation of rRNAs in the vacuoles of *rny1*Δ*atg24*Δ double mutant cells was not observed (Fig. 4c), indicating that ribosomal degradation by autophagy is largely dependent on Atg24. Quantification of the amount of mRNA delivered to the vacuole suggests that vacuolar mRNA delivery was severely inhibited in the absence of Atg24 following rapamycin treatment (Fig. 4d).

Atg24 consists of a sorting nexin complex with Atg20 or Snx41^32–34^. We also tested the impact of Atg20 and Snx41 for vacuolar delivery of mRNAs. Clearly, the deletion of these genes reduced the efficiency of mRNA delivery to the vacuole (Fig. 4d), suggesting that Atg24 functions as complexes with Atg20 or Snx41 for autophagy-mediated mRNA delivery into vacuoles. Overall, we conclude that ribosome-bound mRNAs are preferentially delivered to vacuoles by the autophagy machinery and facilitate their degradation (Fig. 4e).

## Discussion

Whereas cytoplasmic RNA degradation pathways, including canonical mRNA decay and the mRNA surveillance system, have been well studied, vacuolar degradation of mRNAs mediated by autophagy remains poorly understood. In this study, we demonstrate the delivery of mRNAs to vacuoles by autophagy, and that this process is mRNA-selective in nature (Fig. 4e). Following TOR inhibition, a subset of mRNAs, including those implicated in amino acid biosynthesis and ribosomal protein-encoding mRNAs, are delivered by rapamycin-induced autophagy to the vacuole, where they are degraded by the vacuolar nuclease Rny1. The delivery of mRNAs requires Atg24 and is enhanced by their ribosomal association, the latter of which is mediated by the 5′ UTR. The negative correlation between vacuole delivery and stress granule enrichment (Supplementary Fig. 4c) may reflect the relatively low translation rate of mRNAs within stress granules, thereby likely inhibiting autophagy-mediated vacuolar delivery.

Considering that mRNAs are apparently delivered to the vacuole in the form of a polysome, the selective degradation of ribosomes by autophagy (ribophagy)^35^ offers one potential explanation for the degradation of mRNAs observed in this study. Previous works reported that ribophagy occurs following a long period (~24 h) of nitrogen starvation^35–38^. However, in this study we observe the delivery of mRNAs to vacuoles at much earlier time points (at 3 h) by chemical TORC1 inhibition (Fig. 2)^13^. Moreover, while ribophagy has been reported to depend on the Ubp3/Bre5 deubiquitination complex^35^, RNAs are still delivered into vacuoles even in the absence of these factors^13^. Although the relation between translation status and ribophagy has not been well studied, the preferential mRNA degradation that we found in this study cannot be attributed to previously described ribophagy^35^. While the clear sequestration of ribosomes within vacuoles has been reported^26^, whether mammalian ribophagy occurs is currently a point of contention. While one study reported containing ribosomes within autophagosomes and attributed their sequestration into autophagosomes to the receptor protein NUFIP1^39^, another showed only limited degradation of ribosomes by autophagy during nutrient stress^40^. Meanwhile, the proportion of ribosomal protein in yeast is an order of magnitude higher than that of mammalian cells^41^. Ribophagy may therefore differently contribute to ribosomal turnover and mRNA degradation in various species.

There are two potential explanations for persisted ribosome-mRNA association during rapamycin treatment: increased translation initiation or reduced translation elongation, with the former being the most straightforward interpretation of the data presented in this study. In the latter case, reduced translation elongation would result in a high representation of ribosome footprints proximal to the 5′ end of ORFs^42^. We assessed the position of ribosome association on mRNAs by calculating polarity score^42^, but did not observed distribution of ribosome footprints proximal to the 5′ end of ORFs in vacuole-enriched mRNAs (Supplementary Fig. 8a). Enhanced translation initiation is also consistent with the important role of 5′ UTRs in translation: these regions possess important regulatory elements that determine the rate of translation initiation^43^. 

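*GCN4* (YEL009C) mRNA was measured in the RNA-Seq and ribosome profiling data of WT cells. Its abundance rose by 0.66 at 1 h on the log2 scale (adjusted p = 1.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay 0.29 above that of growing cells at 3 h (adjusted p = 0.043). Log2 footprints per mRNA were −2.21 in each growing replicate, −0.75 at 1 h, −1.93 at 2 h and −2.71 at 3 h, from 383 and 270 footprint counts in growing cells and 9907, 809 and 2259 at the time points. The change in ribosome association was 1.46 at 1 h (standard error 0.35), 0.28 at 2 h and −0.50 at 3 h. None of the 3 changes passed after adjustment over all mRNAs (adjusted p = 0.916, 0.924 and 0.661). In vacuoles labelled *rny1*Δ, *GCN4* had an enrichment of 0.74 (standard error 0.19, adjusted p = 0.0035), below the threshold of 1, with log2 vacuole/total ratios of 0.88 and 0.76 after rapamycin treatment and 0.079 in growing cells.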

The upstream ORF (uORF), a region found within the 5′ UTR of genes such as *GCN4* (transcriptional activator of amino acid biosynthetic genes)^44,45^, allows preferential translation under stress^46^ and may support such enhanced translation initiation (Supplementary Fig. 8b, c). However, ribosome profiling did not identify any uORFs among vacuole-enriched mRNAs (Supplementary Fig. 8d). We only observed that small differences in the length of 5′ UTR^47^ between vacuole-enriched and vacuole-depleted mRNAs (Supplementary Fig. 9a, b). RNA binding protein(s) that interact with the 5′ UTR of implicated mRNAs may also facilitate recognition by the autophagy machinery, although we did not find any consensus sequences by motif analysis of vacuole-enriched mRNAs.

Another question is how delivered translating ribosomes or ribosome-mRNA complexes (polysomes) are preferentially recognized by the autophagy machinery. Interaction with adaptor proteins, as observed in selective autophagy^4–6^, or specific, transient protein/RNA modifications^48,49^ may act as intermediaries that recruit the autophagy machinery for mRNA degradation. In any case, our data imply that the state of polysomes in the cytoplasm is not homogeneous and dynamically changes under cellular conditions.

In this study, we induced autophagy using rapamycin, a pharmacological inhibitor of TORC1 widely used in autophagy research, but the investigation of mRNA degradation selectivity under other conditions promises to shed further light on interplay between ribosomal association and mRNA delivery. Using this strategy to understand the global landscape of vacuole-enriched mRNAs under a range of autophagy-inducing conditions may provide a generalized rationale for mRNA preference.

We propose that autophagy acts as an mRNA degradation system at the translation step, adding a mechanism for transcriptional regulation and global translation inhibition during cellular adaptation to stress conditions. The autophagic degradation of ribosome-associated mRNAs in the early phase of the stress response may be required to facilitate the shift to translation of stress response genes. Degradation of mRNAs engaged in ribosome association may be counter-intuitive, as this may suggest inefficient adaptation to stress when the cell is least able to tolerate the waste of resources. However, such degradation likely reflects an intricate balance between the expression of target genes and the inhibition of needless expression of target mRNAs. This study demonstrates that autophagy is involved in the regulation of gene expression through mRNA degradation, thereby playing a critical role in cellular homeostasis.

## Methods

### Yeast strains and media

Strains used in this study are listed in Supplementary Table 1. Gene disruption and tagging were performed using a standard PCR-based method^50,51^. Cells were grown in rich medium (1% yeast extract, 2% peptone, and 2% glucose) or synthetic defined casamino acid medium without uracil (SDCA-uracil: 0.17% Difco yeast nitrogen base without amino acids and ammonium sulfate, 0.5% casamino acids, 0.5% ammonium sulfate, 0.002% tryptophan, 0.002% adenine, and 2% glucose). Yeast cells were grown in liquid media at 30 °C to a density of OD_600_ = 1.0 before autophagy was induced by the addition of 0.2 μM rapamycin (LC Laboratories, R-5000). The strains prepared in this study will be distributed upon request.

### Vacuole isolation

Yeast vacuoles were isolated from whole cells as previously described^26,52^ with some modifications. Cells were grown in rich medium or SDCA-uracil to a density of OD_600_ = 1.0 before supplementation of 0.2 μM rapamycin and incubation for further 1, 2, or 3 h. Spheroplasts were prepared by incubation of cells in spheroplast buffer (1.2 M sorbitol, 50 mM Tris-HCl pH 7.5, 50 mM 2-mercaptoethanol, and 5 U/ml Zymolyase 100 T [nacalai tesque, 07665-55]) for 30 min. Spheroplasts were then collected by centrifugation, washed with wash buffer (1.2 M sorbitol and 50 mM Tris-HCl pH 7.5), resuspended in ice-cold buffer A (12% w/v Ficoll 400, 0.1 mM MgCl_2_, 10 mM MES-Tris pH 6.9, and 1 × complete, EDTA-free protease inhibitor cocktail [Roche, 5056489001]), and homogenized with Dounce homogenizer on ice. All the subsequent handling was performed on ice. The lysate was next transferred to an ultracentrifuge tube and buffer B (8% w/v Ficoll 400, 0.1 mM MgCl_2_, and 10 mM MES-Tris pH 6.9) was layered on top, and centrifuged at 72,000 × *g* in a P28S swinging bucket rotor (Hitachi Koki) for 30 min at 4 °C. The top, white layer (crude vacuole) was collected in new ultracentrifuge tube and resuspended in buffer B. The crude vacuole was underlaid with buffer B′ (4% w/v Ficoll 400, 0.1 mM MgCl_2_, and 10 mM MES-Tris pH 6.9) and subjected to a further round of centrifugation at 72,000 × *g* in a P40ST swinging bucket rotor (Hitachi Koki) for 30 min at 4 °C. The top layer was collected (the ‘vacuole fraction’) and RNA or protein were isolated immediately. The vacuole fraction used in analysis in Figs. 2d, 3, 4c, 4d, and Supplementary Fig. 5 was treated with RNase I (Lucigen, N6901K). The RNase I was inactivated by dithiothreitol (DTT) for 20 min at 70 °C before RNA isolation.

### Vacuole recovery estimation

The activity of a vacuolar enzyme, alkaline phosphatase (ALP), was employed as previously described^53^ to biochemically determine the yield of vacuoles recovered from cells by ultracentrifugation. Five microliter of vacuole fraction or whole-cell lysate were suspended in 500 µl of assay buffer (250 mM Tris-HCl pH 9.0, 10 mM MgSO_4_, and 10 µM ZnSO_4_). The reaction was initiated by addition of 50 µl of 55 mM α-naphthyl phosphate. After incubation for 10 min at 30 °C, 500 µl of 2 M glycine-NaOH (pH 11.0) was added to stop the reaction. The fluorescence intensity was measured at 345 nm excitation and 472 nm emission. The vacuole recovery was calculated by the fluorescence intensity of the vacuole fraction normalized to that of whole-cell lysate.

### Isolation, electrophoresis, northern blotting, and qPCR of RNA

RNAs from yeast lysate and isolated vacuoles were extracted by TRIzol reagent (Thermo Fisher Scientific, 15596018) following the manufacturer’s instructions. rRNA subtraction was performed using the Ribominus Transcriptome Isolation Kit (Yeast) (Invitrogen, K155003) according to the manufacturer’s instructions. For electrophoresis, the extracted RNAs were separated on denaturing formaldehyde agarose gel (1% agarose, 1 × MOPS buffer pH 7.0 [20 mM MOPS, 5 mM NaOAc, and 1 mM EDTA], and 2% formaldehyde) and stained with GelRed (1:3300 dilution in water) (Biotium, 41003). For Northern blotting, digoxigenin (DIG) conjugated probes were prepared by PCR DIG Probe Synthesis Kit (Roche, 11636090910) according to the manufacturer’s instructions. The probe was hybridized using PerfectHyb Plus (Sigma–Aldrich, H7033) for 2 h at 68 °C. A DIG-labeled *HOM2* probe was prepared from isolated yeast genomic DNA using 5′-CGTTGGTCAACGTTTCATTCTGTTGTTG-3′ and 5′-AGTGGTCAAAGCATCAATAGGACCG-3′ oligonucleotides. DIG-labeled *ARO2* probe was prepared using 5′-CACCACATATGGTGAATCGCATTGTAAGT-3′ and 5′-GTTCAACAGATGCTGAAATTCAGGATCG-3′ oligonucleotides. Anti-digoxigenin-AP (Roche, 11093274910, 1:10000) and CDP-Star (Roche, 11685627001) were used for signal detection. Chemiluminescence images were acquired using a FUSION-FX7 (Vilber-Lourmat) imaging systems. For qPCR, cDNAs were prepared using the PrimeScript RT reagent kit with gDNA eraser (TAKARA, RR047). A random hexamer was used for cDNA synthesis. Subsequent qPCR was conducted using TB Green Premix Ex Taq II (Tli RNase H Plus) (TAKARA, RR820) with the mRNA-specific primers listed in Supplementary Table 3. Serial dilutions of cDNA were used for qPCR calibrations. Melting-curve analyses confirmed the amplification of a single product for each mRNA. The proportion of each mRNA species in the vacuole (the “proportion in vacuoles”) was calculated by the value of the vacuole fraction normalized to that of the total lysate, considering the vacuole recovery rate as described above.

### Sequencing of RNAs isolated from total cell lysates and vacuolar fractions

Two hundred nanogram of RNA was isolated from total cell lysates or vacuolar fractions using TRIzol reagent (Thermo Fisher Scientific, 15596018) for extraction and and Direct-zol RNA MiniPrep Kit (Zymo Research, R2052) for purification, both according to the manufacturer’s instructions. After rRNA depletion was performed using the Ribo-Zero rRNA Removal Kit (yeast) (Illumina, MRZY1324), libraries were prepared using the TruSeq RNA Library Preparation Kit v2 (Illumina, RS-122-2001), according to the manufacturer’s instructions. The multiplexed libraries were sequencing on a HiSeq 4000 sequencer (Illumina) for single-end 50 bp.

### Ribosome profiling

Thirty OD_600_ units of yeast cells treated with 0.2 μM rapamycin for 1, 2, and 3 h or without rapamycin treatment (0 h) were collected by filtration. Ribosome profiling libraries were prepared by modifying a previously described method^54,55^. The collected cells with drip of ribosome profiling lysis buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 1% Triton X-100, 100 µg/ml cycloheximide [Sigma–Aldrich, C-7698], and 100 µg/ml chrolamphenicol [Wako, 032-19451]) were ground using Multi-Beads Shocker (Yasui Kikai) with chamber and ball precooled with liquid nitrogen. The cell lysate was centrifuged at 3000 × *g* for 5 min to remove cellular debris. The supernatant was collected to a fresh tube and centrifuged at 20,000 × *g* for 10 min to remove nuclei and other cellular debris. The supernatant containing 20 µg of total RNA was treated with 0.5 U/µg of RNase I (Lucigen, N6901K) at 25 °C for 45 min. A linker oligonucleotide 5′-(Phos)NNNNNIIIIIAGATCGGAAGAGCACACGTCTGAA(ddC)-3′, where (Phos) and (ddC) indicate 5′ phosphorylation and a terminal 2′, 3′-dideoxycytidine, respectively, was used. The Ns and Is indicate random barcode (i.e., unique molecular index, UMI) for eliminating PCR duplication and multiplexing barcode, respectively. The linkers were preadenylated with 5′ DNA Adenylation Kit (NEB, E2610S) and then purified using Oligo Clean & Concentrator (Zymo Research, D4060). The linker ligated footprints were reverse transcribed with a primer 5′-(Phos)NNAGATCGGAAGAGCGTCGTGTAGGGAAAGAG(iSp18)GTGACTGGAGTTCAGACGTGTGCTC-3′, where iSp18 stands for an internal 18-atom hexa-ethyleneglycol spacer, and circularized by CircLigase II (Lucigen, CL9025K). The cDNA was PCR-amplified using primers 5′- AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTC-3′ and 5′-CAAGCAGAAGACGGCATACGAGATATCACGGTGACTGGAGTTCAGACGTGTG-3′.

For library preparation of RNA-Seq, total RNA was extracted from the same lysate for ribosome profiling using TRIzol LS reagent (Thermo Fisher Scientific, 10296010) and Direct-zol RNA MiniPrep Kit (Zymo Research, R2052). Libraries were prepared using the TruSeq RNA Library Preparation Kit v2 (Illumina, RS-122-2001) as described in the product documentation.

Following multiplexing, ribosome profiling and RNA-Seq libraries were subjected to single-end 50 bp sequencing on a HiSeq 4000 sequencer (Illumina).

### Data analysis

#### RNA-seq

The adapter sequence was trimmed using the FASTX_clipper, a part of the FASTX-Toolkit (https://www.scirp.org/(S(351jmbntvnsjt1aadkposzje))/reference/ReferencesPapers.aspx?ReferenceID=1037549). Bowtie2^56,57^ was used to map the clipped reads to yeast rRNAs and capture unaligned reads. The unaligned reads were mapped to the S288C *S. cerevisiae* reference genome using Tophat^58^ and counted by HTSeq^59^. All genes in Saccharomyces Genome Database (SGD) (https://www.yeastgenome.org)^60^ with reliable sequence annotations and ≥10 read counts were analyzed by DESeq^61^ to calculate vacuolar fraction and whole-cell reads. mRNA enrichment in vacuoles was calculated with DESeq using a generalized linear model to normalize overall mRNA expression change in total lysate after rapamycin treatment. Vacuole-enriched and -depleted mRNAs were defined as transcripts with accumulation in vacuoles at more or less than two-fold vacuolar enrichment, respectively, and with a *q* value below 0.01. Gene ontology analysis was performed using the iPAGE^62^ web interface (https://tavazoielab.c2b2.columbia.edu/iPAGE/).

#### Ribosome profiling

Reads mapped to yeast noncoding RNAs (rRNAs, tRNAs, snRNAs, snoRNAs, and mitochondrial rRNAs) were excluded. The remaining reads were then aligned to the S288C yeast genome with STAR^63^. PCR-duplicated reads with the same UMI in the linker sequence were removed from downstream analysis. Footprints with 26–30 nt were used for analysis. The distance of the A-site from the 5′-end of the reads was estimated for each footprint length as 15 nt for 26–28 nt reads and 16 nt for 29 and 30 nt reads. The change in ribosome association on mRNAs throughout time course of rapamycin treatment was calculated with DESeq using a generalized linear model to normalize overall mRNA expression change after rapamycin treatment. Polarity scores were calculated as a read distribution bias along CDS, as previously described^42^. The reads located at the A-site in first and last 15 nt of CDS were excluded from analysis. Genes with ≥ 64 read counts in CDS were analyzed.

Statistical analyses of all data were performed using R software (https://www.r-project.org/) in the RStudio interface (https://www.rstudio.com/).

### Preparation of in vitro transcribed 4-thioUTP-labeled spike-in RNA

A PCR fragment encoding *Renilla reniformis* luciferase was amplified from the psiCHECK plasmid using 5′-TAATACGACTCACTATAGG-3′ and 5′-CACACAAAAAACCAACACACAG-3′ oligonucleotides (Supplementary Table 3). RNA was transcribed from this fragment using the T7-Scribe Standard RNA IVT Kit (CELLSCRIPT, C-AS2607) and 4-thioUTP. After transcription, a cap structure and poly(A) tail were added using the ScriptCap m^7^G Capping System (CELLSCRIPT, C-SCCE0625) and A-Plus Poly(A) polymerase Tailing Kit (CELLSCRIPT, C-PAP5104H), respectively.

### 4-thiouracil labeling experiment

The 4-thiouracil (4-thioU) metabolic labeling and purification of 4-thioU-labeled RNA was performed by modifying a previously described method^64^. Briefly, cells were grown in synthetic defined medium with low concentration of uracil (SD-low uracil: 0.2% Yeast Synthetic Drop-out Medium Supplements without uracil [Sigma–Aldrich, Y1501], 0.17% Difco yeast nitrogen base without amino acids and ammonium sulfate, 0.0013% uracil, and 2% glucose) overnight (yielding a density of OD_600_ 2–4). Next, cells were diluted into the SD-low uracil medium at OD_600_ 0.1. Upon growth of cells to OD_600_ 0.6, cells were incubated in the presence of 1 mM of 4-thioU (Sigma–Aldrich, 440736) for 2 h before washing out into fresh synthetic defined medium (SD: 0.2% Yeast Synthetic Drop-out Medium Supplements without uracil [Sigma–Aldrich, Y1501], 0.17% Difco yeast nitrogen base without amino acids and ammonium sulfate, 0.002% uracil, and 2% glucose) without 4-thioU. Cells were then treated with rapamycin for 1 h and collected immediately.

RNAs were extracted by a hot phenol method, as described previously^13^. Frozen cells were resuspended in 400 µl of AE buffer (50 mM sodium acetate and 10 mM EDTA pH 5.0) with 1% SDS, and placed at 65˚C. Immediately, cells were resuspended in 500 µl of AE buffer-saturated hot phenol and homogenized using 0.5 mm zirconia beads (Yasui Kikai, YZB05) and FastPrep-24 (MP Biomedicals, 6004-500) with a setting of 30 s at 5.5 m/s for four times. The samples were centrifuged at 15,000 × *g* for 10 min and the RNA were extracted with ANE buffer (10 mM sodium acetate, 100 mM NaCl, and 2 mM EDTA)-saturated phenol:chloroform and then chloroform:isoamyl alcohol. Subsequently the RNA was precipitated with ethanol. Ten microgram of total RNA was mixed with 5 ng of in vitro transcribed 4-thioU-labeled *Renilla reniformis* luciferase mRNA, biotinylated using 0.2 mg/ml of EZ-Link HPDP-Biotin (Thermo Fisher Scientific, 21341) in 10 mM Tris-HCl pH 7.5 and 1 mM EDTA for 2 h at 23 °C in the dark, and then precipitated with isopropanol. The biotinylated RNAs were incubated with Dynabeads MyOne Streptavidin C1 (Thermo Fisher Scientific, DB6500) for 15 min. The beads were washed with buffer 1 (100 mM Tris-HCl pH 7.4, 0.5 M EDTA, and 5 M NaCl) prewarmed to 65 °C once, buffer 2 (100 mM Tris-HCl pH 7.4, 0.5 M EDTA, and 10% SDS) once, and then 10% buffer 1 twice. The RNAs were eluted from the streptavidin beads with 5% β-mercaptoethanol for 5 min at room temperature and then for 10 min at 65 °C, and subsequently precipitated with isopropanol.

4-thioU incorporation into RNA was evaluated by a dot-blot assay, as previously described^65^ with some modifications. Biotinylated RNA was spotted onto the positively charged nylon membrane and then crosslinked to the membrane by exposure to UV light. The membrane was incubated with 10 × blocking solution (125 mM NaCl, 9 mM Na_2_HPO_4_, 7 mM NaH_2_PO_4_, and 10% SDS) for 20 min. Anti-streptavidin-HRP (Abcam, ab7403, 1:5000) was added to the solution and incubated for 10 min. The membrane was washed twice by 1 × blocking solution for 10 min and twice by wash solution (10 mM Tris-Base, 10 mM NaCl, and 1.05 mM MgCl_2_, pH 9.5) for 5 min. Chemiluminescence images detected with Femtoglow HRP Substrate (Michigan Diagnostics, 21008) were acquired by a FUSION-FX7 (Vilber-Lourmat) imaging system.

### Western blotting

Western blotting was performed with 0.2 OD_600_ units of cells harvested for sample preparation. Frozen cells were treated with 10% trichloroacetic acid (TCA) for 5 min on ice. After TCA was discarded by centrifugation, the pellet was washed with ice-cold acetone and resuspended in 1 × sample buffer (75 mM Tris-HCl pH 6.5, 10% glycerol, 25 mM DTT, and 0.6% SDS). The samples were homogenized using 0.5 mm zirconia beads (Yasui Kikai, YZB05) and FastPrep-24 (MP Biomedicals, 6004-500) with a setting of 60 s at 6.0 m/s, and then incubated at 65˚C for 10 min. Samples were separated by SDS-PAGE followed by Western blotting. Anti-FLAG (Sigma–Aldrich, F3165, 1:1000), anti-Pho8 (Abcam, ab113688, 1:1000), anti-Ape1 (1:5000)^66^, anti-β-actin (Wako, 010-27841, 1:500), anti-Dpm1 (Invitrogen, A6429, 1:1000), anti-Gsp1 (ImmuQuest, IQ241, 1:10000), anti-Van1 (a gift from Koji Yoda, 1:3000), and anti-GFP (Roche, 11814460001, 1:1000) were used as primary antibodies. Chemiluminescence was raised by Femtoglow HRP Substrate (Michigan Diagnostics, 21008) and blots were visualized using LAS-4000 (GE Healthcare) or FUSION-FX7 (Vilber-Lourmat) imaging systems.

### Polysome analysis

Two hundred OD_600_ units of yeast cells grown in rich medium with or without rapamycin were treated with 0.1 mg/ml of cycloheximide (Sigma–Aldrich, C-7698) for 5 min on ice and collected by centrifugation. The cell pellet was flash-frozen in liquid nitrogen, ground with a mortar and pestle precooled on liquid nitrogen, and then resuspended in lysis buffer (20 mM HEPES-KOH pH 7.4, 100 mM potassium acetate, and 2 mM magnesium acetate). The cell lysate was centrifuged at 1100 × *g* for 10 min to remove cellular debris. The supernatant was collected to a fresh tube and centrifuged at 9100 × *g* for 10 min to remove nuclei and other cellular debris. Supernatants containing 100 µg of total cellular RNA were layered on top of sucrose gradients (10–50% sucrose in 10 mM Tris-acetate pH 7.4, 70 mM ammonium acetate, and 4 mM magnesium acetate) prepared in ultracentrifuge tubes (Hitachi Koki) using a Gradient Master (BIOCOMP). Samples were then centrifuged at 150,000 × *g* in a P40ST rotor (Hitachi Koki) for 2.5 h at 4 °C. Gradients were fractionated using Piston Gradient Fractionator (BIOCOMP). Continuous absorbance was measured at 254 nm using a single path UV-1 optical unit (Biomini UV-monitor, ATTO).

### Plasmid construction

Plasmids used in this study are listed in Supplementary Table 2 and will be distributed upon request.

#### *pRS416*-CYC1t URA3 CEN (*pSM21*)

A DNA fragment containing the CYC terminator was amplified by PCR from pRS416*-GPDp-CYC1t URA3 CEN*^67^ and inserting this fragment into pRS416-*URA3 CEN* using XhoI and KpnI sites.

#### *pRS416*-HOM2-FLAG-CYC1t (*pSM37*) and *pRS416*-ARO2-FLAG-CYC1t (*pSM75*)

DNA fragments containing the *HOM2* or *ARO2* genes spanning a region from 500 nt upstream of the initiation codon (containing promoter and 5′ UTR sequences) to the 3′ UTR were amplified by PCR from genomic DNA. These DNA fragments were inserted to pRS416*-CYC1t URA3 CEN* using SacI and XhoI sites. A FLAG-tag encoding sequences was then inserted into the region upstream of stop codon by inverse PCR.

#### *pRS416*-stem-loop-HOM2-FLAG-CYC1t (*pSM38*)

A DNA fragment containing BamHI and SalI sites were inserted into 10 nucleotides upstream of the start codon of *HOM2* in pRS416*-HOM2-FLAG-CYC1t* by inverse PCR. Two DNA oligonucleotides (5′-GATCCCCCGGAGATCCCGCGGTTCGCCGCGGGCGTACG-3′ and 5′-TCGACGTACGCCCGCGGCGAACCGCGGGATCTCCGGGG-3′) were annealed and then inserted into the pRS416*-HOM2-FLAG-CYC1t* using BamHI and SalI sites. See also Supplementary Table 3 for the list of primers used for this construction.

#### *pRS416*-stem-loop-ARO2-FLAG-CYC1t (*pSM76*)

A DNA fragment containing the ORF and 3′ UTR of *ARO2* was amplified by PCR from genomic DNA and then inserted into pRS416*-stem-loop-HOM2-FLAG-CYC1t* using SalI and XhoI sites. A PCR-amplified DNA fragment containing the 500 nucleotides upstream of the *ARO2* initiation codon was also prepared from genomic DNA and inserted into the vector using the SacI and BamHI sites.

#### *pRS416*-HOM2 TTG-FLAG-CYC1t *and pRS416*-HOM2 TAC-FLAG-CYC1t (*pSM60 and 61*)

The start codon of *HOM2* encoded on pRS416*-HOM2-FLAG-CYC1t* was mutated to TTG or TAC by inverse PCR.

#### *pRS416*-HOM2 5′ UTR-GFP-HOM2 3′ UTR-CYC1t *(pSM27)*

A DNA fragment containing *GFP* was inserted into pRS416*-stem-loop-HOM2-FLAG-CYC1t* using BamHI and XhoI sites (pRS416*-HOM2 5*′ *UTR-GFP-CYC1t*). Then, a DNA fragment containing the *HOM2* 3′ UTR was amplified by PCR from genomic DNA and inserted into the vector at XhoI site.

#### *pRS416*-HOM2 5′ UTR-HOM2 ORF-PIG2 3′ UTR-CYC1t *(pSM19)*

A DNA fragment spanning the promoter and the ORF region of *HOM2* was amplified by PCR from genomic DNA as a template and inserting this fragment into pRS416*-CYC1t URA3 CEN* using SacI and XhoI sites. A genome-derived DNA fragment containing the *PIG2* 3′ UTR was then amplified by PCR and inserted into the vector using the XhoI site.

#### *pRS416*-APL5 5′ UTR-HOM2 ORF-FLAG-HOM2 3′ UTR-CYC1t *and pRS416*-ASG1 5′ UTR-HOM2-FLAG-HOM2 3′ UTR-CYC1t *(pSM65 and 66)*

These plasmids were prepared by amplifying a DNA fragment from genomic DNA encoding the region 500 nucleotides upstream of the initiation codon for each gene and inserting each into pRS416*- stem-loop-HOM2-FLAG-CYC1t* using SacI and SalI sites.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Reporting Summary

## Data Availability

RNA-Seq and ribosome profiling data are deposited in NCBI as GEO: GSE149016. Custom codes used for this study will be provided upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Selectivity of mRNA degradation by autophagy in yeast
**Source:** Nat Commun. 2021 Apr 19;12:2316. doi: 10.1038/s41467-021-22574-6
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information for:

Shiho Makino, Tomoko Kawamata, Shintaro Iwasaki, and Yoshinori Ohsumi

Selectivity of mRNA degradation by autophagy in yeast

Supplementary Fig. 1 - 9

Supplementary Table 1: *Saccharomyces cerevisiae* strains used in this study

Supplementary Table 2: Plasmids used in this study

Supplementary Table 3: Oligonucleotides used in this study

Supplementary Fig. 1

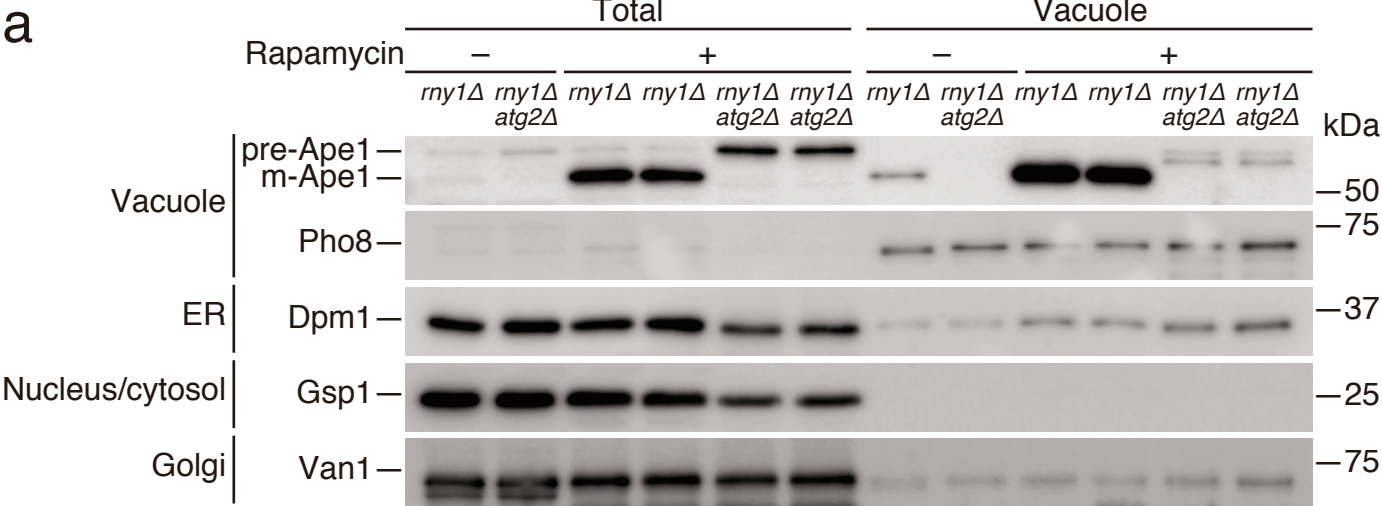

**Supplementary Fig. 1. Confirmation of isolated vacuole fraction purity**

(a) Western blotting of whole cell lysate and vacuolar fraction samples for RNA-seq using antibodies for vacuole, ER, nucleus/cytosol, and Golgi marker proteins (– Rapamycin samples:  $n = 1$ ; + Rapamycin samples:  $n = 2$  independent experiments).

Supplementary Fig. 2

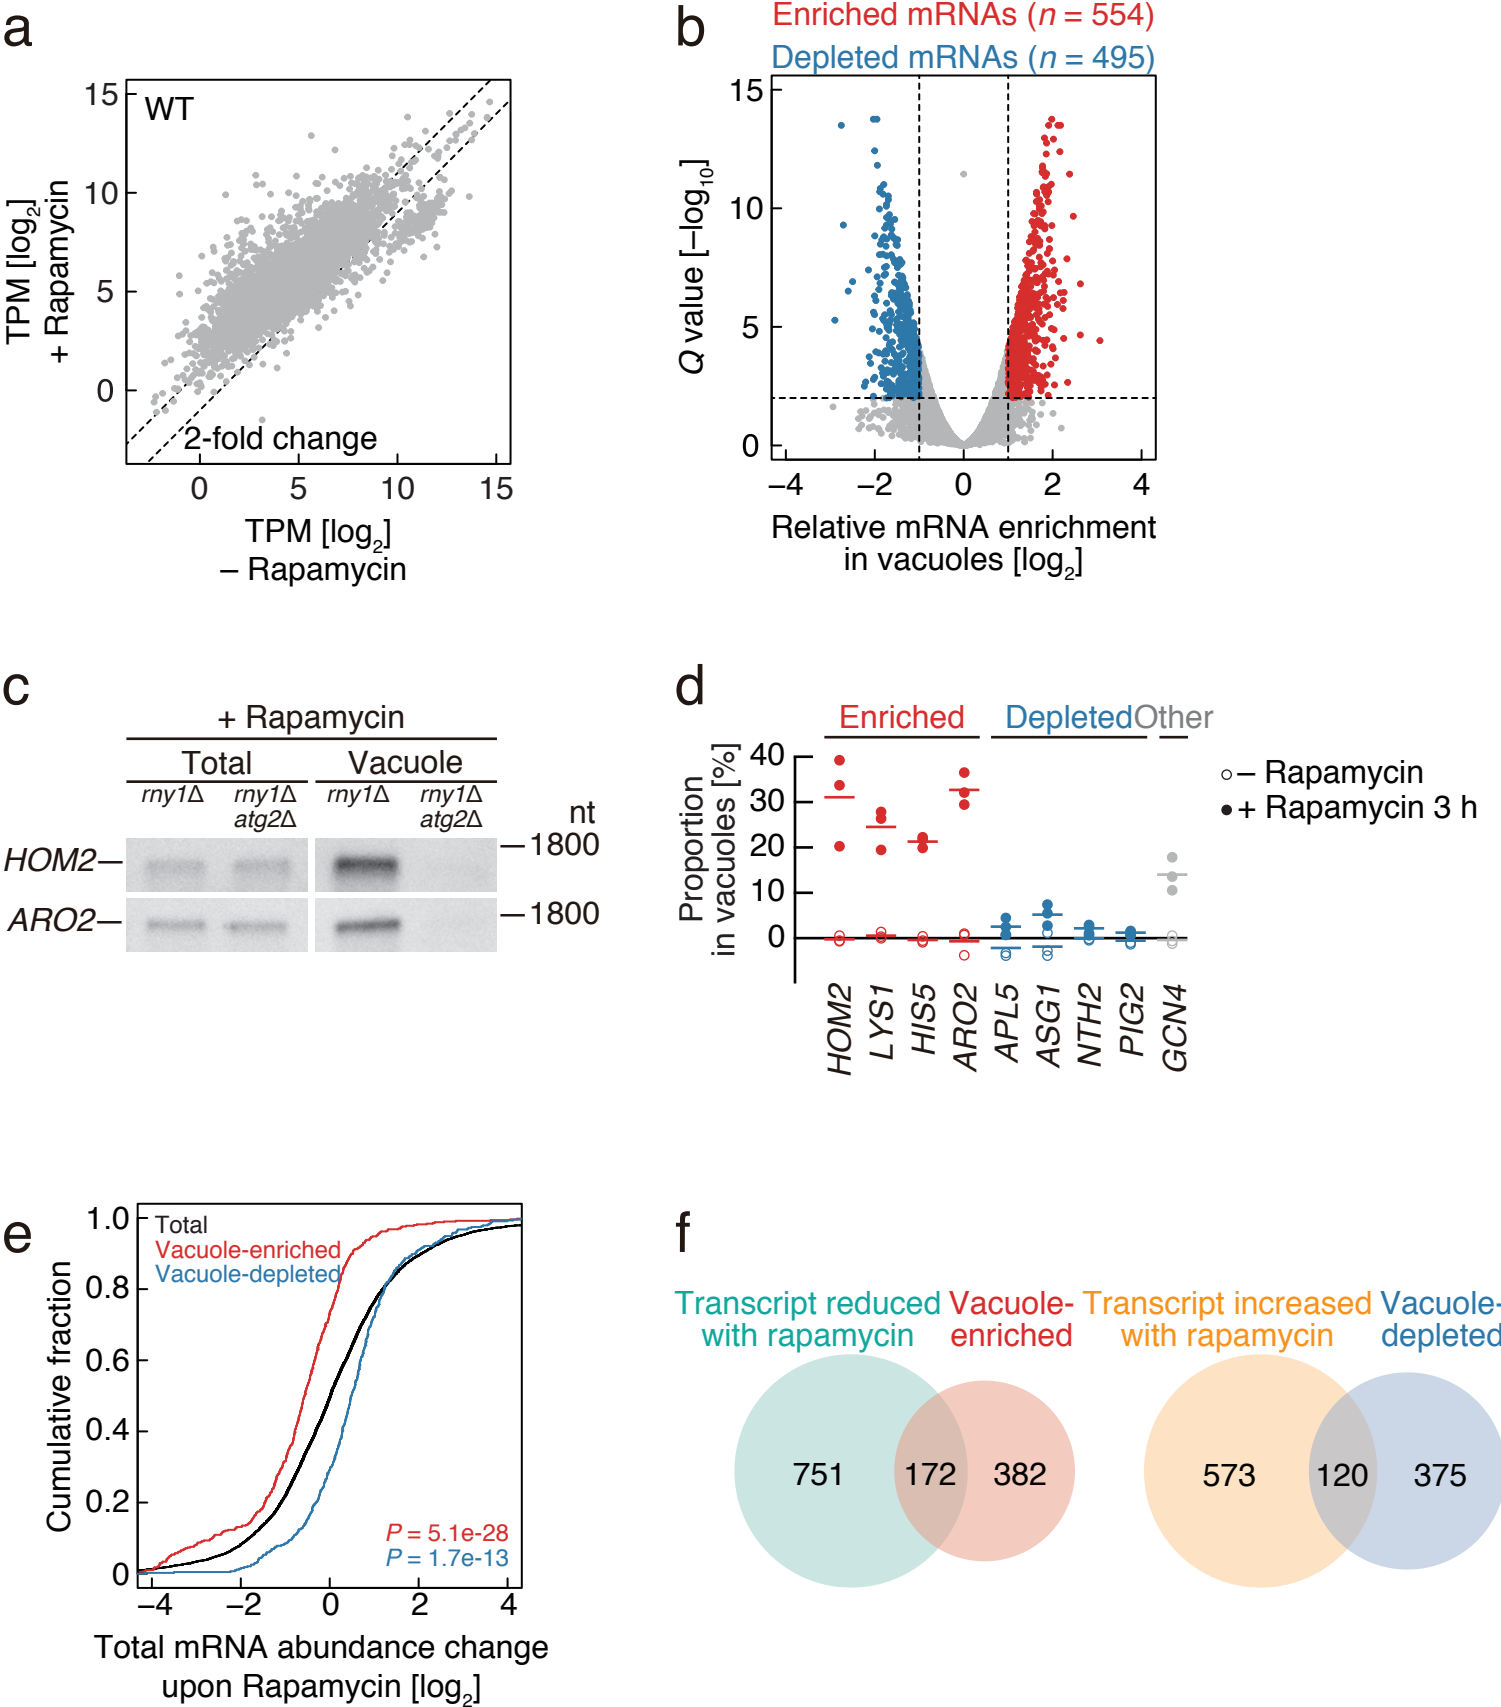

## Supplementary Fig. 2. Quantification of mRNA in vacuoles

(a) Scatter plot for mRNA abundance (transcript per million, TPM) in wild-type (WT) cells with or without rapamycin treatment. The dashed lines represent 2-fold change in TPM.

(b) Volcano plot for rapamycin-induced mRNA delivery into vacuoles. Vacuole-enriched ( $\log_2$ -fold change  $\geq 1$  and  $q$  value  $< 0.01$ ) and depleted ( $\log_2$ -fold change  $\leq -1$  and  $q$  value  $< 0.01$ ) mRNAs were highlighted in red and blue.

(c) Northern blotting for *HOM2* and *ARO2* mRNA in whole cell lysate and vacuolar fraction samples. Representative results from two independent experiments are shown.

(d) The fraction of mRNAs, which are representatively analyzed in this study (shown in Fig. 2c), recovered from the vacuolar fraction in comparison to whole cell lysates in *rny1* $\Delta$  cells (subtracting those of *rny1* $\Delta$ *atg2* $\Delta$  cells) following 3 h rapamycin treatment. Data present mean (line) and individual results (points, without Rapamycin (open circles); with Rapamycin treatment (filled circles)) of three independent experiments.

(e) Cumulative distribution of vacuole-enriched (red) and -depleted (blue) mRNAs (defined in Fig. 2a) in WT cells of total mRNA abundance following 3 h rapamycin treatment. Significance was calculated by unpaired two-sided Mann-Whitney *U*-test.

(f) Venn diagrams showing the overlap between vacuole-enriched mRNAs and transcripts reduced (left) or vacuole-depleted mRNAs and transcripts increased (right). mRNAs significantly changed in WT cells following 3 h rapamycin treatment were classified as “increased” ( $\log_2$ -fold change  $\geq 1$  and  $q$  value  $< 0.01$ ) or “reduced” ( $\log_2$ -fold change  $\leq -1$  and  $q$  value  $< 0.01$ ).

Supplementary Fig. 3

**a**

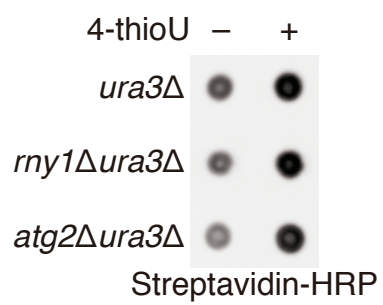

**b**

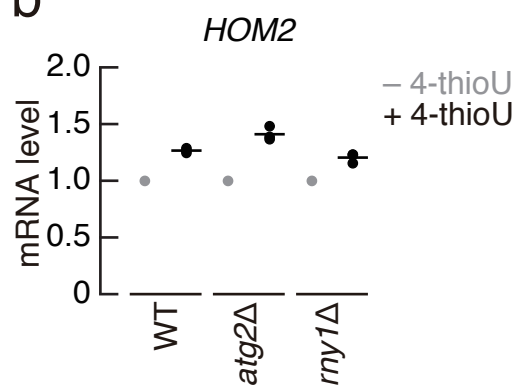

**Supplementary Fig. 3. RNA labeling with 4-thiouracil (4-thioU)**

(a) Dot blot analysis of 4-thioU labeled RNA sampled immediately following the addition of rapamycin. Blots were probed using streptavidin conjugated to HRP. Representative results from three independent experiments are shown.

(b) *HOM2* mRNA abundance following a 4-thioU labeling (+ 4-thioU) or no 4-thioU labeling (– 4-thioU) immediately after the addition of rapamycin. Data were normalized by setting mRNA abundance in – 4-thioU samples to 1 in each strain. Data present mean (line) and individual results (points) of three independent experiments.

Supplementary Fig. 4

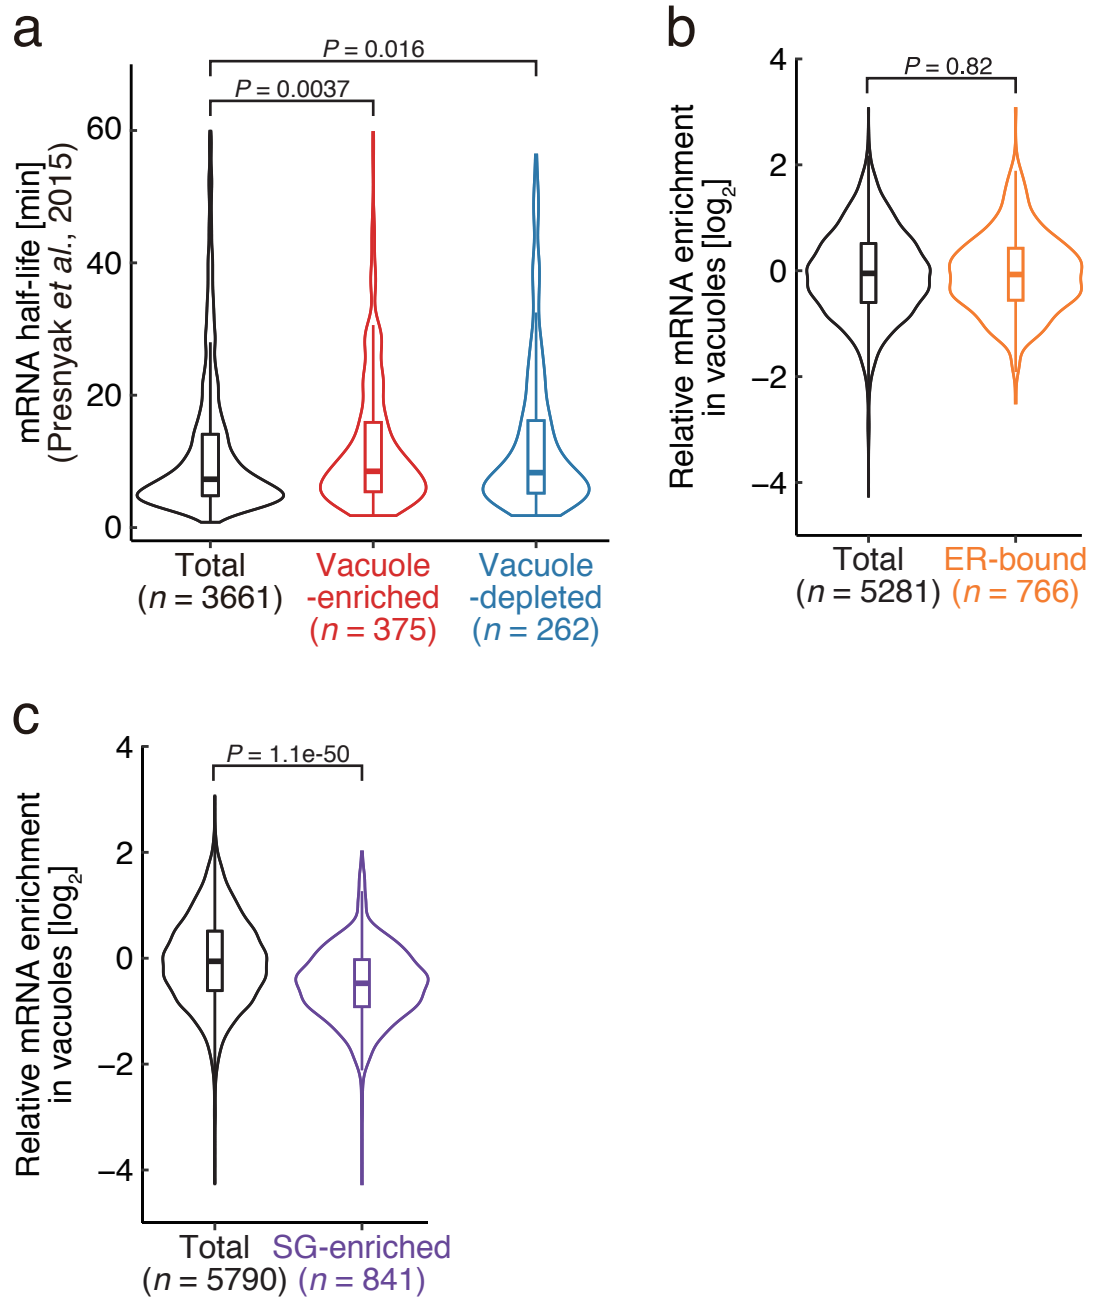

**Supplementary Fig. 4. Steady-state half-life, ER association, and stress granular localization do not correlate with vacuolar delivery of mRNAs**

(a) Violin plots of vacuole-enriched (red) and depleted (blue) mRNAs (defined in Fig. 2a) in comparison to steady-state mRNA half-life <sup>19</sup>.

(b and c) Violin plots of ER-bound (b, orange) and stress granule (SG)-enriched mRNAs (c, purple) in comparison to relative mRNA enrichment in vacuoles by rapamycin treatment.

The median, IQR, and 1.5 IQR are represented by solid line, box, and whiskers, respectively. Significance was determined using unpaired two-sided Mann-Whitney *U*-test.

Supplementary Fig. 5

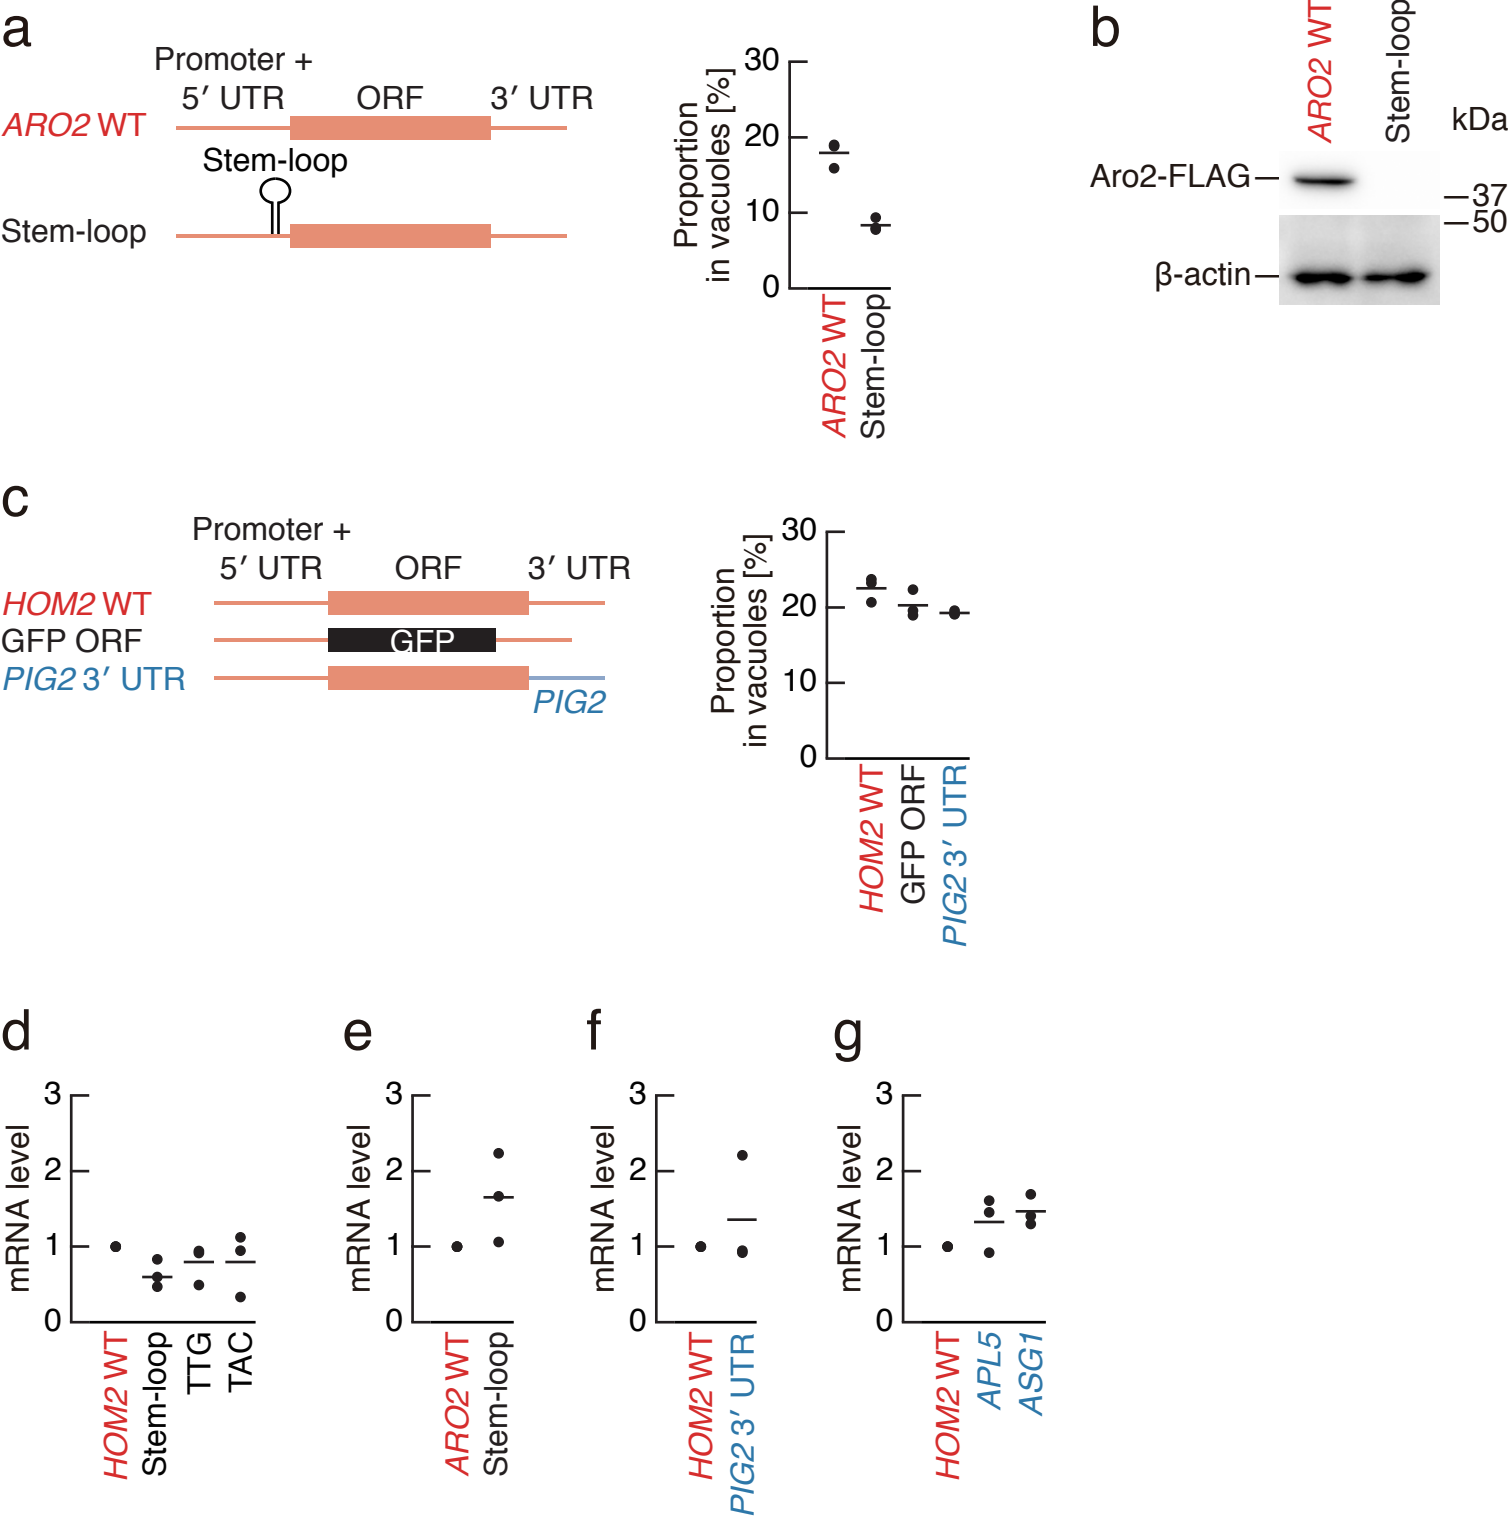

**Supplementary Fig. 5. Translation of reporter mRNAs is important for their vacuolar delivery**

(a) The fraction of an alternative vacuole-enriched mRNA, *ARO2*, recovered from vacuole fraction following 3 h rapamycin treatment. Data was analyzed as described in Fig. 2d. To block translation, an inhibitory stem-loop was inserted immediately before the *ARO2* initiation codon.

(b) Protein levels of *ARO2* mRNAs (shown in a) were analyzed by Western blotting. Representative results from three independent experiments are shown.

(c) The GFP ORF and *PIG2* 3' UTR was switched with the *HOM2* ORF and 3' UTR, respectively, and analyzed as described in Fig. 2d.

(d-g) mRNA abundance of the cell lysates used in Fig. 3b (d), Supplementary Fig. 5a (e), Supplementary Fig. 5c (f), and Fig. 3d (g) after 3 h rapamycin treatment. mRNA level was quantified by qPCR. In f, data for GFP ORF reporter was not shown as qPCR primers hybridizing to *HOM2* ORF could not be applied. Data were normalized to mRNA abundance of *HOM2* WT mRNA.

Data in a and c-g present mean (line) and individual results (points) of three independent experiments.

Supplementary Fig. 6

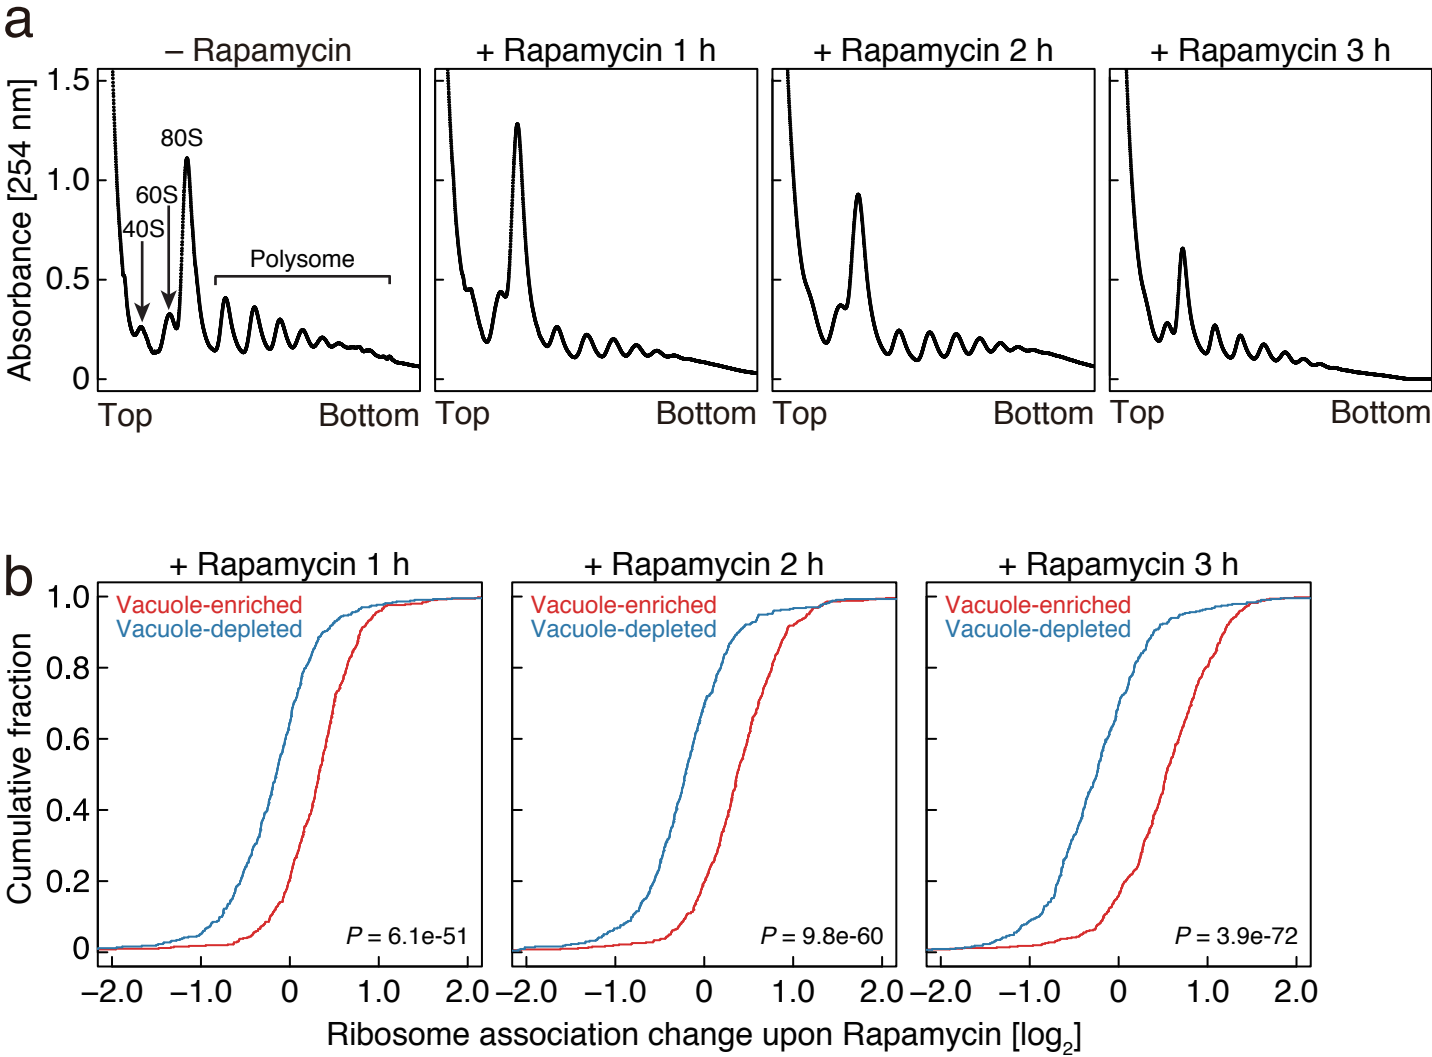

**Supplementary Fig. 6. Ribosome profiling reveals the whole cell translome during rapamycin treatment**

- (a) Polysome profiles of wild-type cells at 0, 1, 2, and 3 h rapamycin treatment.
- (b) Cumulative distribution of vacuole-enriched (red) and -depleted (blue) mRNAs (defined in Fig. 2a) in comparison to change in ribosome association following 1, 2, or 3 h rapamycin treatment. Significance was calculated using unpaired two-sided Mann-Whitney *U*-test.

Supplementary Fig. 7

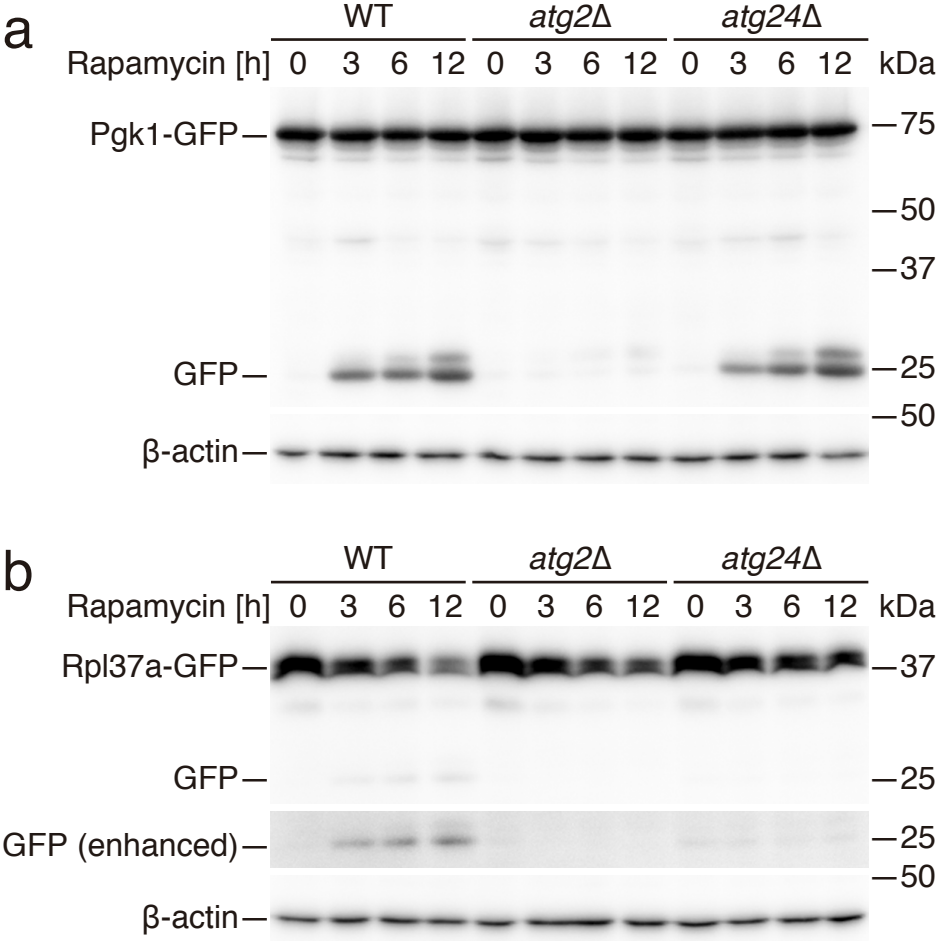

**Supplementary Fig. 7. Atg24 is required for autophagic degradation of ribosomes**

(a, b) Pgk1-GFP and Rpl37a-GFP degradation were analyzed by Western blotting to determine the vacuole-dependent cleavage of GFP from each chimeric protein. Representative results from two independent experiments are shown.

Supplementary Fig. 8

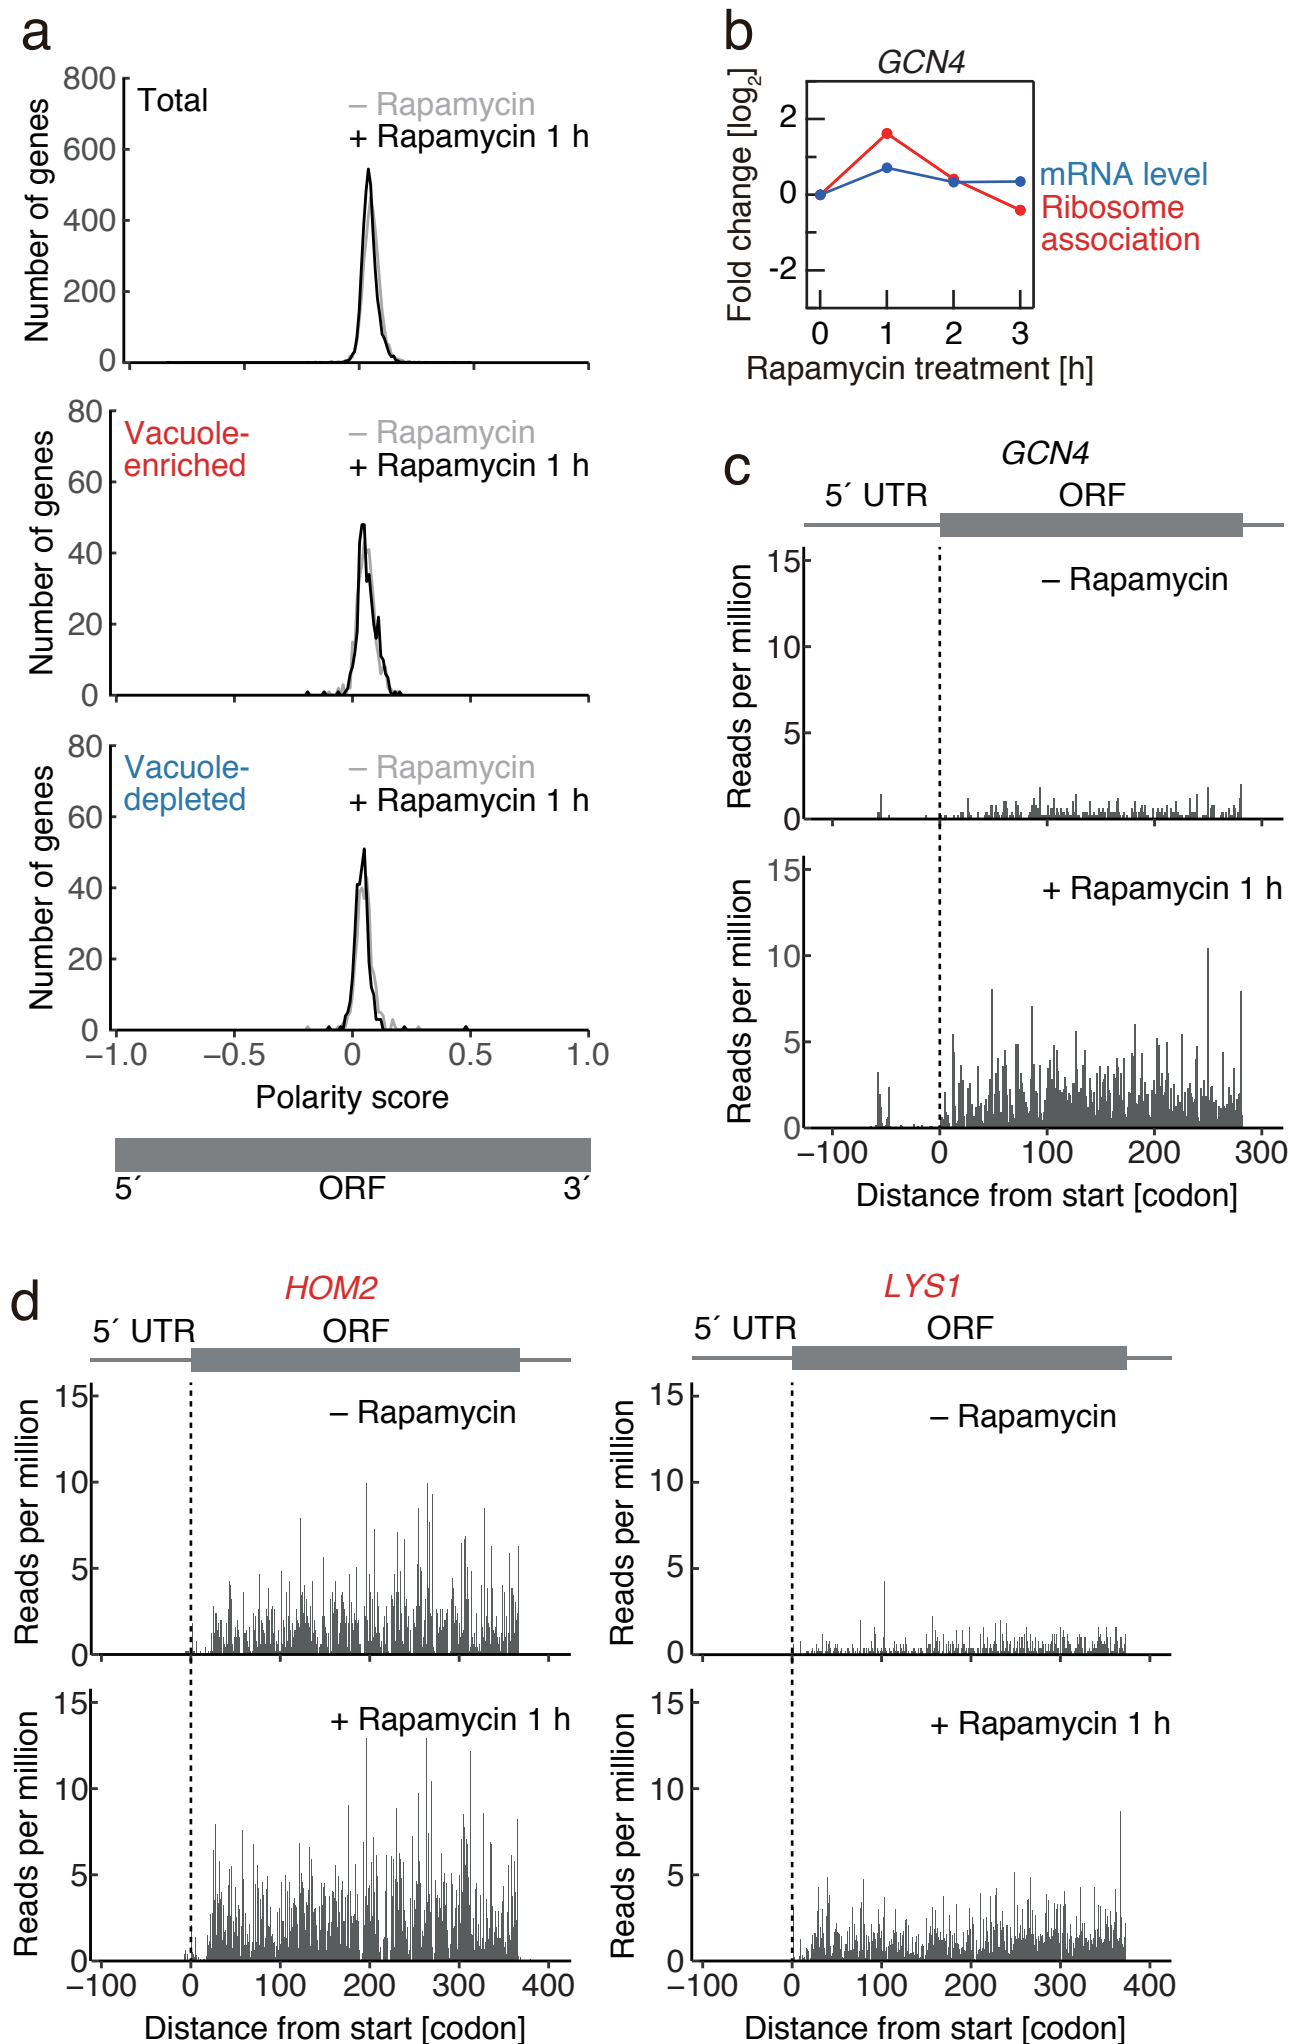

**Supplementary Fig. 8. uORF-independent translation regulation of vacuole-enriched mRNAs during TORC1 inhibition**

(a) Distribution of polarity scores for 3718 mRNAs from total mRNAs, 375 mRNAs from vacuole-enriched mRNAs, and 329 mRNAs from vacuole-depleted mRNAs with or without rapamycin treatment. A negative score indicates 5' polarity shift, whereas a positive score indicates 3' polarity shift from the center of ORF, respectively.

(b) mRNA abundance and ribosome association of *GCN4* mRNA during rapamycin treatment, as determined by ribosome profiling and RNA-Seq.

(c and d) Ribosome footprint distributions for *GCN4* (c) and *HOM2* and *LYS1* (d) mRNAs with or without rapamycin treatment.

Supplementary Fig. 9

a

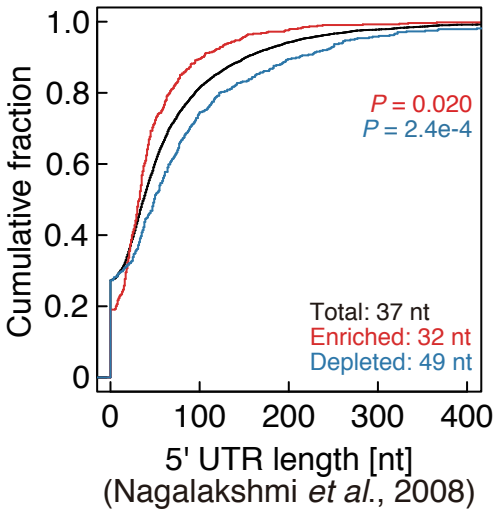

b

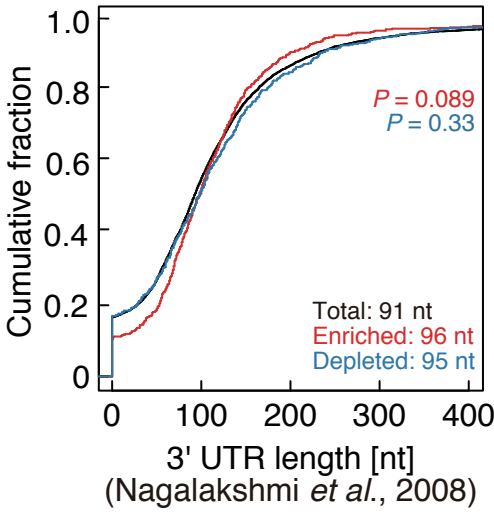

**Supplementary Fig. 9. Properties of untranslated region length in vacuole-enriched or -depleted mRNAs**

(a, b) Cumulative distribution of vacuole-enriched (red) and -depleted (blue) mRNAs (defined in Fig. 2a) in comparison to 5' UTR (a) or 3' UTR length (b). The median length of each mRNAs is shown. Significance was calculated using unpaired two-sided Mann-Whitney *U*-test.

**Supplementary Table 1. *Saccharomyces cerevisiae* strains used in this study**

| Strain   | Genotype                                                                                                    | Source                        |
|----------|-------------------------------------------------------------------------------------------------------------|-------------------------------|
| X2180-1a | <i>MATa SUC2 mal mel gal2 CUP1</i>                                                                          | Yeast Genetic Stock Center    |
| MMY3     | X2180-1B; <i>atg2Δ::kanMX6</i>                                                                              | Huang <i>et al.</i> , 2015    |
| MMY204   | X2180-1B; <i>rny1Δ::natNT2</i>                                                                              | Huang <i>et al.</i> , 2015    |
| MMY375   | X2180-1B; <i>rny1Δ::natNT2, atg2Δ::kanMX6</i>                                                               | Huang <i>et al.</i> , 2015    |
| MMY274   | X2180-1B; <i>ura3Δ::natNT2</i>                                                                              | This study                    |
| SMY57    | X2180-1B; <i>ura3Δ::kanMX6, rny1Δ::natNT2</i>                                                               | This study                    |
| YSM122   | X2180-1B; <i>ura3Δ::natNT2, atg2Δ::hphNT1</i>                                                               | This study                    |
| YSM132   | X2180-1B; <i>rny1Δ::natNT2, ura3Δ::kanMX6, hom2Δ::hphNT1</i>                                                | This study                    |
| YSM164   | X2180-1B; <i>rny1Δ::natNT2, ura3Δ::kanMX6, aro2Δ::hphNT1</i>                                                | This study                    |
| YSM166   | X2180-1B; <i>rny1Δ::natNT2, atg24Δ::hphNT1</i>                                                              | This study                    |
| HSY199   | X2180-1B; <i>PGK1-GFP:: natNT2</i>                                                                          | This study                    |
| HSY200   | X2180-1B; <i>PGK1-GFP:: natNT2, atg2Δ:: kanMX6</i>                                                          | This study                    |
| HSY201   | X2180-1B; <i>PGK1-GFP:: natNT2, atg24Δ::hphNT1</i>                                                          | This study                    |
| SMY36    | X2180-1B; <i>RPL37A-GFP:: kanMX6</i>                                                                        | Kawamata <i>et al.</i> , 2017 |
| SMY41    | X2180-1B; <i>RPL37A-GFP:: kanMX6, atg2Δ:: natNT2</i>                                                        | Kawamata <i>et al.</i> , 2017 |
| YSM215   | X2180-1B; <i>RPL37A-GFP:: kanMX6, atg24Δ:: hphNT1</i>                                                       | This study                    |
| YSM182   | X2180-1B; <i>rny1Δ::natNT2, ura3Δ::kanMX6, hom2Δ::hphNT1 pRS416-HOM2-FLAG-CYC1t</i>                         | This study                    |
| YSM181   | X2180-1B; <i>rny1Δ::natNT2, ura3Δ::kanMX6, hom2Δ::hphNT1 pRS416-HOM2 5' UTR-GFP-HOM2 3' UTR-CYC1t</i>       | This study                    |
| YSM172   | X2180-1B; <i>rny1Δ::natNT2, ura3Δ::kanMX6, hom2Δ::hphNT1 pRS416- HOM2 5' UTR-HOM2 ORF-PIG2 3' UTR-CYC1t</i> | This study                    |
| YSM208   | X2180-1B; <i>rny1Δ::natNT2, ura3Δ::kanMX6, hom2Δ::hphNT1</i>                                                | This study                    |

|        |                                                                                                                                                                              |            |
|--------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
|        | pRS416- <i>APL5</i> 5' UTR-HOM2 ORF-FLAG-HOM2 3' UTR-CYC1 <i>t</i>                                                                                                           |            |
| YSM209 | X2180-1B; <i>rny1</i> Δ:: <i>natNT2</i> , <i>ura3</i> Δ:: <i>kanMX6</i> ,<br><i>hom2</i> Δ:: <i>hphNT1</i><br>pRS416- <i>ASG1</i> 5' UTR-HOM2-FLAG-HOM2 3' UTR-CYC1 <i>t</i> | This study |
| YSM183 | X2180-1B; <i>rny1</i> Δ:: <i>natNT2</i> , <i>ura3</i> Δ:: <i>kanMX6</i> ,<br><i>hom2</i> Δ:: <i>hphNT1</i><br>pRS416- <i>stem-loop</i> -HOM2-FLAG-CYC1 <i>t</i>              | This study |
| YSM203 | X2180-1B; <i>rny1</i> Δ:: <i>natNT2</i> , <i>ura3</i> Δ:: <i>kanMX6</i> ,<br><i>hom2</i> Δ:: <i>hphNT1</i><br>pRS416-HOM2 TTG-FLAG-CYC1 <i>t</i>                             | This study |
| YSM204 | X2180-1B; <i>rny1</i> Δ:: <i>natNT2</i> , <i>ura3</i> Δ:: <i>kanMX6</i> ,<br><i>hom2</i> Δ:: <i>hphNT1</i><br>pRS416-HOM2 TAC-FLAG-CYC1 <i>t</i>                             | This study |
| YSM223 | X2180-1B; <i>rny1</i> Δ:: <i>natNT2</i> , <i>ura3</i> Δ:: <i>kanMX6</i> ,<br><i>aro2</i> Δ:: <i>hphNT1</i><br>pRS416-ARO2-FLAG-CYC1 <i>t</i>                                 | This study |
| YSM224 | X2180-1B; <i>rny1</i> Δ:: <i>natNT2</i> , <i>ura3</i> Δ:: <i>kanMX6</i> ,<br><i>aro2</i> Δ:: <i>hphNT1</i><br>pRS416- <i>stem-loop</i> -ARO2-FLAG -CYC1 <i>t</i>             | This study |
| HSY430 | X2180-1B; <i>rny1</i> Δ:: <i>natNT2</i> , <i>atg20</i> Δ:: <i>hphNT1</i>                                                                                                     | This study |
| HSY432 | X2180-1B; <i>rny1</i> Δ:: <i>natNT2</i> , <i>snx41</i> Δ:: <i>hphNT1</i>                                                                                                     | This study |

**Supplementary Table 2. Plasmids used in this study**

| Plasmid name             | Feature                                                    | Source               |
|--------------------------|------------------------------------------------------------|----------------------|
| pRS416                   | <i>CEN6, URA3</i>                                          | Mumberg et al., 1995 |
| pRS416 <i>GPDp-CYC1t</i> | <i>CEN6, URA3, GPD promoter, CYC1 terminator</i>           | Mumberg et al., 1995 |
| pSM21                    | pRS416- <i>CYC1t</i>                                       | This study           |
| pSM37                    | pRS416- <i>HOM2-FLAG-CYC1t</i>                             | This study           |
| pSM27                    | pRS416- <i>HOM2 5' UTR-GFP-HOM2 3' UTR-CYC1t</i>           | This study           |
| pSM19                    | pRS416- <i>HOM2 5' UTR-HOM2 ORF-PIG2 3' UTR-CYC1t</i>      | This study           |
| pSM65                    | pRS416- <i>APL5 5' UTR-HOM2 ORF-FLAG-HOM2 3' UTR-CYC1t</i> | This study           |
| pSM66                    | pRS416- <i>ASG1 5' UTR-HOM2-FLAG-HOM2 3' UTR-CYC1t</i>     | This study           |
| pSM38                    | pRS416- <i>stem-loop-HOM2-FLAG-CYC1t</i>                   | This study           |
| pSM60                    | pRS416- <i>HOM2 TTG-FLAG-CYC1t</i>                         | This study           |
| pSM61                    | pRS416- <i>HOM2 TAC-FLAG-CYC1t</i>                         | This study           |
| pSM75                    | pRS416- <i>ARO2-FLAG-CYC1t</i>                             | This study           |
| pSM76                    | pRS416- <i>stem-loop-ARO2-FLAG-CYC1t</i>                   | This study           |

**Supplementary Table 3. The oligonucleotides used in this study**

| Name description                     | Sequence                            |
|--------------------------------------|-------------------------------------|
| For qPCR                             |                                     |
| <i>LYSI</i> Fw                       | 5'-AAAACCTGCTCCTGTCTGGGTTA-3'       |
| <i>LYSI</i> Rv                       | 5'-TTTAACACGAGCGCAATGTC-3'          |
| <i>ASG1</i> Fw                       | 5'-AAACTATCCAGCTTACTGCGTTACA-3'     |
| <i>ASG1</i> Rv                       | 5'-TCACTAAAAAGGCACTTTCGTTG-3'       |
| <i>HOM2</i> Fw                       | 5'-CTGGTATCGCCATTGTTTCC-3'          |
| <i>HOM2</i> Rv                       | 5'-TCAATGGCACATCTTGTTCTCT-3'        |
| <i>APL5</i> Fw                       | 5'-TCAACTGTATTGTCAAGGGGAAT-3'       |
| <i>APL5</i> Rv                       | 5'-ATGCCATTGCTGTTTCAAAT-3'          |
| <i>PIG2</i> Fw                       | 5'-TTAGGCGAGGAGGAAGACG-3'           |
| <i>PIG2</i> Rv                       | 5'-TCCTCGGATTCATACTGGAAA-3'         |
| <i>GFP</i> Fw                        | 5'-ATGGTGATGTTAATGGTCACAAA-3'       |
| <i>GFP</i> Rv                        | 5'-AAGTAGCATCACCTTCACCTTCA-3'       |
| <i>ARO2</i> Fw                       | 5'-AGTACGGTATCAAGGCCTCCT-3'         |
| <i>ARO2</i> Rv                       | 5'-GGCCAATCGTTTCTCTAGCA-3'          |
| <i>HIS5</i> Fw                       | 5'-AGGAACAAAACAAGCAGTTATGC-3'       |
| <i>HIS5</i> Rv                       | 5'-AGGCACAGATTGTCAGCAGTT-3'         |
| <i>NTH2</i> Fw                       | 5'-GATGAGAATGATGGAACGGTAAC-3'       |
| <i>NTH2</i> Rv                       | 5'-CCTTGTTTTCTCAGTTCAGCTA-3'        |
| <i>GCN4</i> Fw                       | 5'-TCTGCTTCCACTTCTACTGCCAAAC-3'     |
| <i>GCN4</i> Rv                       | 5'-CAGTTGCCGTTTGTGGAAGAGC-3'        |
| For DIG-labeled probe                |                                     |
| <i>HOM2</i> Fw                       | 5'-CGTTGGTCAACGTTTCATTCTGTTGTTG-3'  |
| <i>HOM2</i> Rv                       | 5'-AGTGGTCAAAGCATCAATAGGACCG-3'     |
| <i>ARO2</i> Fw                       | 5'-CACCACATATGGTGAATCGCATTGTAAGT-3' |
| <i>ARO2</i> Rv                       | 5'-GTTCAACAGATGCTGAAATTCAGGATCG-3'  |
| For PCR amplification of <i>Rluc</i> |                                     |
| <i>Rluc</i> Fw                       | 5'-TAATACGACTCACTATAGG-3'           |

|                            |                                                      |
|----------------------------|------------------------------------------------------|
| <i>Rluc</i> Rv             | 5'-CACACAAAAAACCAACACACAG-3'                         |
| For insertion of stem-loop |                                                      |
| Stem-loop 5'               | 5'-<br>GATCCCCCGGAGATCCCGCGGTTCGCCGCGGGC<br>GTACG-3' |
| Stem-loop 3'               | 5'-<br>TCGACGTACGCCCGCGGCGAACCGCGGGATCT<br>CCGGGG-3' |

# Supplementary material for: Selectivity of mRNA degradation by autophagy in yeast
**Source:** Nat Commun. 2021 Apr 19;12:2316. doi: 10.1038/s41467-021-22574-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Ribosome profiling and RNAseq data were collected using Illumina Casava 1.8 software, 3' adapter trimming with FastX-toolkit v0.0.13, library sorting based on sample barcode sequence, and random barcode trimming with custom script.  
rRNA alignment was performed with bowtie2 v2.1.0, and rRNA and other non-coding RNA alignment were performed with STAR v2.7.0a. Reads were aligned with TopHat v2.0.9 or STAR v2.7.0a and quantitated using HTSeq v0.6.1 or custom scripts.

#### Data analysis

All data were analyzed by DESeq (v1.36.0) with custom scripts using R software (v3.6.0) in the RStudio interface (v1.2.1335). Source codes for ribosome profiling data were at GitHub (<https://github.com/ingolia-lab/RiboSeq>). Other custom scripts used in this study are available from corresponding author upon reasonable request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-Seq and ribosome profiling data (GEO: GSE149016) used in this study have been deposited to NCBI. Gene annotation was obtained from Saccharomyces Genome Database (SGD) (<https://www.yeastgenome.org>).

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. For RNA-seq and ribosome profiling analyses, two independent biological replicates were analyzed based on standard in the field, which is sufficient for statistical analysis by DEseq to estimate data's dispersion.                                        |
| Data exclusions | We did not exclude any data for analysis.                                                                                                                                                                                                                                                                                  |
| Replication     | Reproducibility of experiments were confirmed; two replicates in deep sequencing, Western blotting, and Northern blotting data and three independent experiments for the others. Western blotting and Northern blotting data presented in this study are representative results from at least two independent experiments. |
| Randomization   | Randomization is not applicable in this study because there are no static test that requires randomization of samples.                                                                                                                                                                                                     |
| Blinding        | Blinding is not applicable in this study because almost all data were acquired by machines or by custom scripts.                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-FLAG (Sigma-Aldrich , F3165), anti-Pho8 (Abcam, ab113688), anti-β-actin (Wako, 010-27841), anti-Dpm1 (Invitrogen, A6429), anti-GFP (Roche, 11814460001), anti-Ape1 (Ohsumi lab stock, Hamasaki et al., Cell Struct Funct 2003), anti-digoxigenin-AP (Roche, 11093274910), anti-Gsp1 (ImmuQuest, IQ241), anti-Van1 (a gift from Koji Yoda), and anti-streptavidin-HRP (Abcam, ab7403)                                                                                                                                                                                                                                                          |
| Validation      | Anti-FLAG (western blot), anti-Pho8 (western blot), anti-β-actin (western blot), anti-Dpm1 (western blot), anti-GFP (western blot/ immunoprecipitation), anti-Gsp1 (western blot), anti-digoxigenin-AP (dot blot/northern blot/western blot etc.), and anti-streptavidin-HRP (dot blot/western blot) were validated by manufacture.<br>Anti-Ape1 is Ohsumi lab stock that was used in previous studies (e.g. Hamasaki et al., Cell Struct Funct 2003; Adachi et al., JBC 2017; May et al., Nat Commun 2020).<br>Anti-Van1 was validated by western blotting in previous papers (Hashimoto and Yoda, BBRC 1997; Yamamoto et al., J Cell Biol 2012). |

How the deposited data were processed for this re-analysis (not part of the article)

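RNA-Seq of total lysates and vacuole fractions of yeast cells was available for 12 libraries, labelled *rny1*Δ or *rny1*Δ *atg2*Δ, growing or treated with 0.2 µM rapamycin for 3 h. RNA-Seq and ribosome footprints of WT cells were available for 10 libraries, 5 of each kind, from 2 growing cultures and from 1 culture each at 1 h, 2 h and 3 h of rapamycin treatment. Rapamycin inhibits TORC1 and induces autophagy. For the vacuole libraries, the authors clipped adapters, removed rRNA reads with bowtie2, aligned reads with TopHat and counted them per gene with HTSeq, and the values deposited are these counts without normalization. For the WT libraries, the authors aligned reads with STAR, removed PCR duplicates of footprints by molecular identifiers and deposited counts on coding sequences, beside a column with the length of each coding sequence in codons. In both kinds of file the values were checked to be whole numbers, and their library totals differ as unscaled counts do. The authors' normalization by DESeq is not part of the deposited values.

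The files list 6696 genes by systematic name. Of these, 6008 matched the R64 annotation of S288C and 6005 are protein-coding. Genes with at least 10 counts summed over the libraries of a comparison were tested, which left 5753 in the vacuole libraries, 5927 in WT RNA-Seq and 5936 in the fit of all WT libraries. Counts were normalized by edgeR's TMM method and tested by edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with p-values adjusted by the Benjamini-Hochberg method. An mRNA was called past a log2 change of 1 in size and an adjusted p-value under 0.01, the thresholds that the paper gives for vacuolar enrichment. Log2 CPM of single libraries used a prior count of 2.

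Vacuolar enrichment is the interaction of fraction and treatment: the log2 vacuole/total ratio after rapamycin treatment minus that in growing cells, in a fit of all 12 libraries in 8 groups. With 1 growing library per group, the residual degrees of freedom are 4, all from the rapamycin replicates. Growing ratios of single genes have no replicate within a strain. WT time points were compared with growing cells in a fit of 5 libraries with 1 residual degree of freedom. Ribosome association is the interaction of assay and time in a fit of 10 libraries with 2 residual degrees of freedom. No group has more than 2 libraries, so permutation of labels and tests for a deviating library within a group were not possible.

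Replicates were taken as paired by the replicate numbers in the sample labels, which the total and vacuole libraries share, and the paper's text does not describe the pairing further. The log2 difference between replicates 1 and 2 correlated across genes between total and vacuole libraries, with 0.38 for *rny1*Δ and 0.26 for *rny1*Δ *atg2*Δ, and between RNA-Seq and footprints of growing WT cells with 0.13. Replicate numbers were used as a block only as an alternative.

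Gene sets were tested by camera of limma 3.58.1 with an inter-gene correlation of 0.01. The sets held 88 amino acid biosynthesis genes, 81 and 57 genes of the large and small ribosomal subunit, 29 of energy reserve metabolism, 113 protein kinases, 113 transcription factors and 19 mitochondrially encoded genes. They were listed by hand or by gene symbol, because the annotation holds no product names or functional terms, so the terms that the paper's iPAGE analysis used could not be repeated. Overlaps were tested by Fisher's exact test, two-sided (scipy 1.17.1). Medians of gene lists were compared with 10000 random lists matched in 20 bins of expression. Lists and ratios were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

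Genes are named in the text by a rule: every gene that the paper names for these data, the 2 deleted genes, and the 3 mRNAs with the highest and the 3 with the lowest vacuolar enrichment among those past the threshold, with both rapamycin replicates on the same side of the growing ratio. This rule, the comparisons and 15 alternatives were set before the data were examined, and 4 alternatives and the hand-written kinase and transcription factor lists were added later. The alternatives concern normalization (DESeq2's size factors), the test (DESeq2 1.42.0), filters on low counts, all genes in place of protein-coding genes, the growing reference, the libraries that share a fit, replicate blocks and gene length. A correction for GC content was not run, since the genome sequence was not among the data used here.

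The fits were tested on simulated data: of 200 mRNAs changed by 2 on the log2 scale, 199 were recovered for vacuolar enrichment under either label, 200 for WT mRNA at 3 h and 84 for ribosome association at 3 h, with 1, 1, 1 and 0 false calls. Within a fit, all mRNAs were simulated with the same spread, so mRNAs that vary more were not tested. Between 9156333 and 22097523 counts lay on genes in the vacuole experiment, apart from vacuole replicate 2 of *rny1*Δ *atg2*Δ after rapamycin treatment with 535462. In that library, 5123 protein-coding genes had at least 3 counts. Metagene profiles and footprint positions were left out, because counts per gene hold no positions. Northern blots, qPCR, 4-thiouracil labelling and reporter assays have no deposited counts.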

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

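The tests of the *RNY1* reads, of the mitochondrially encoded mRNAs and of copurifying RNA were chosen only after the results were seen. The tests on depth and gene length were written before their results.

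*RNY1* had reads in every library labelled *rny1*Δ or *rny1*Δ *atg2*Δ, up to 439 counts, although both strains should lack the gene, and the paper does not report on them. Intact *RNY1* in mislabelled cells was tested by the response to rapamycin. *RNY1* mRNA rose by 3.02 on the log2 scale in WT cells at 3 h, but by 0.83 in total lysates labelled *rny1*Δ. *ATG2* counts followed the labels. A swap with WT cells therefore finds no backing in these values. Reads from sequence of the gene that remains after the deletion may be the source, but counts per gene cannot test this. No biological explanation was tested.

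Mitochondrially encoded mRNAs were low in vacuoles of growing cells, with a median log2 vacuole/total ratio of −5.46 in the libraries labelled *rny1*Δ, a condition that the paper does not analyse for these mRNAs. In the fit, which holds the same libraries, the median was −5.65 in growing cells and −4.15 after rapamycin treatment. A property of the vacuole preparation that is present without rapamycin cannot be told apart from other explanations by these values, since they restate the observation. Relative to growing cells, the set rose by 1.35 after rapamycin treatment, in both replicates (camera with Benjamini-Hochberg adjustment, adjusted p = 7.5e-04). In the libraries labelled *rny1*Δ *atg2*Δ it rose by 4.05 (camera adjusted p = 1.2e-63) and by more than under *rny1*Δ (median difference of −2.59, camera adjusted p = 8.8e-11). Of the 19 mRNAs, 9 passed as vacuole enriched in the libraries labelled *rny1*Δ and 18 in those labelled *rny1*Δ *atg2*Δ. Carry-over of lysate or mitochondria in the *rny1*Δ *atg2*Δ vacuole fractions was not tested.

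The enrichment differed between the strains. It was higher in the libraries labelled *rny1*Δ for 533 mRNAs and lower for 462 in a test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled *rny1*Δ *atg2*Δ, where autophagy is blocked, 130 mRNAs were vacuole enriched and 84 depleted, and the paper does not report calls for that strain. Since the paper hardly detected mRNA in vacuoles without Atg2, these calls concern the makeup of that RNA and not an amount delivered. Low depth of vacuole replicate 2 labelled *rny1*Δ *atg2*Δ was tested as a technical explanation for the fewer enriched mRNAs. After the matching *rny1*Δ library was thinned to 512657 counts, 679 mRNAs were enriched under *rny1*Δ and 124 under *rny1*Δ *atg2*Δ, so depth alone leaves most of the gap. Of the 84 depleted mRNAs, 48 were depleted under *rny1*Δ too.

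Part of these shared depleted mRNAs had a high ratio in growing cells. Of the 62 mRNAs that were depleted under *rny1*Δ with a growing log2 ratio of at least 1, 53 (85.5%) also had a growing ratio of at least 1 under *rny1*Δ *atg2*Δ, and 31 were depleted under *rny1*Δ *atg2*Δ as well. RNA that copurifies with vacuoles without autophagy may therefore contribute to these calls. Their coding sequences had a median of 810.5 codons, 2.05 times that of all mRNAs. With the correction for gene length, however, the enrichment was −2.68 for *APL5*, −3.41 for *FAB1*, −3.73 for *GIS3*, −2.73 for *RAV1* and −2.06 for *ASG1*, all still depleted. The correction moved *APL5*, *FAB1*, *RAV1* and *ASG1*, so length does not fully explain these 4, but it left *GIS3* in place and is no test of it. Autophagy in growing cells is not a likely source, since these 53 mRNAs had a high ratio without Atg2 too.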

How the results depend on the processing

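Results were computed again under the 15 alternatives set before the data were examined and 4 alternatives chosen after seeing the data: a replicate block within each strain, a replicate block with crossed numbers, a replicate block with a correction for gene length, and DESeq2's test on the libraries of a single strain. A GC correction was planned together with the length correction and not run, since the genome sequence was not among the data used here, and the kinase and transcription factor sets planned from product names were listed by hand. A tested value was compared by its direction and its side of the threshold, a count by whether it stayed within 1.5 times, and other values, among them all those with a replicate left out, by the replicate spread. By these criteria, 290 values of single mRNAs held, 25 moved, 10 lost their call and 6 tested values reversed. Of the numbers of genes tested and of overlaps with the WT calls, 17 held and 2 moved. Of the summary values, 246 held and 35 moved. A set or count that held in this sense can still change in size or in its mRNAs. With the length correction, the large and small ribosomal subunit sets fell from 0.75 and 0.87 to 0.20 and 0.36, and without the growing libraries the kinase set moved from −0.55 to −0.21. Without the growing libraries, 606 mRNAs were enriched and 445 depleted, of which 478 and 241 are shared with the 696 and 458. Where a value moved, the cause was not tested unless stated.

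Without the growing libraries, the enrichment of *APL5* was 0.10, that of *FAB1* 0.96 and that of *RAV1* 0.46, the reverse of their depletion, because the value rests on the ratio in growing cells. With the growing ratio averaged over both strains, *RNY1* had an enrichment of 0.18 in place of −0.14, since its growing log2 ratio was 0.15 under *rny1*Δ and −0.48 under *rny1*Δ *atg2*Δ. With 1, 2 and 3 h taken together, the change in ribosome association was 0.75 for *GCN4* in place of −0.50 and −0.066 for *HIS5* in place of 0.022, since the changes at 1 h, 2 h and 3 h were 1.46, 0.28 and −0.50 for *GCN4* and −0.030, −0.20 and 0.022 for *HIS5*. Without replicate 2, the sign also changed for the enrichment of *RNY1* (0.13) and for the ribosome association of *HOM2* (−0.074 in place of 0.15) and *HIS5* (−0.22), values to which no test applies.

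The number of vacuole-enriched mRNAs was 696, and it fell to 382 with DESeq2's test and to 313 with the length correction. The 458 depleted mRNAs fell to 290 with at least 10 counts in every library, and all 290 are among the 458. The share of enriched mRNAs among all called was 60.3%, and it was 51.4% with DESeq2's size factors (584 enriched, 553 depleted), 43.1% with DESeq2's test (504 depleted), 45.4% with DESeq2 on a single strain (479 and 576) and 40.3% with the length correction (464 depleted). The median enrichment of all mRNAs was 0.079, −0.012 with the size factors and −0.055 with DESeq2 on a single strain. For the difference between strains, 533 mRNAs were higher under *rny1*Δ, but 190 with DESeq2's test (406 lower, 31.9% higher) and 125 with the length correction (246 lower, 33.7% higher), from 53.6% higher. With DESeq2's size factors, 454 were higher and 576 lower. The number of higher mRNAs rose to 787 (588 lower) with the growing ratio averaged over both strains and to 761 (608 lower) without the growing libraries. Without a replicate, 520 to 561 of the enriched and 451 to 457 of the depleted mRNAs still had a change past 1 in size, values to which no test applies.

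The median enrichment of the enriched mRNAs under *rny1*Δ was 1.37, and it was 1.28 with the size factors, 1.45 with at least 10 counts in every library, 1.18 without the growing libraries and 0.93 with the length correction, and from 1.21 to 1.28 across the fits that each left out a replicate. Under *rny1*Δ *atg2*Δ the median of 0.094 became 0.15 with at least 10 counts in every library, 0.034 with the list chosen in replicate 1, and −0.10 without the growing libraries, and it was from 0.017 to 0.10 with a replicate left out. For mitochondrially encoded mRNAs, leaving out a replicate gave −4.41 to −4.02. The set differences with a replicate left out were from −1.14 to −1.11 for energy reserve metabolism, from 0.73 to 0.80 for the large and from 0.91 to 0.95 for the small ribosomal subunit, and from −0.58 to −0.54 for protein kinases. None of the set differences changed sign under any alternative run.

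The correlation of enrichment with abundance was 0.19, and 0.42 with at least 10 counts in every library, 0.15 without the growing libraries and 0.13 with the length correction. The correlation of enrichment with the change in ribosome association was 0.36, 0.44 with at least 10 counts in every library, and from 0.29 to 0.32 with a replicate left out. In WT RNA-Seq, 691 mRNAs were increased and 945 reduced, but 0 and 0 when all 10 WT libraries shared a fit (2712 at an unadjusted p-value under 0.05), whose biological coefficient of variation was 0.217 in place of 0.0705. The WT change of the enriched mRNAs was −0.50, −0.38 with 1, 2 and 3 h together and −0.58 for lists called without the growing vacuole libraries. For the depleted mRNAs, that list gave 0.75 in place of 0.52. The median change in ribosome association of the enriched mRNAs was 0.37 in place of 0.48 with the time points taken together. No mRNA had lower ribosome association by the thresholds at 3 h, with 570 mRNAs in either direction at an unadjusted p-value under 0.05, and 2 had it with DESeq2's test.

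The replicate number was also used as a block. Replicates 1 and 2 differed in the same direction between total and vacuole libraries of a strain (correlations of 0.38 and 0.26 across genes), but not between the strains (from −0.35 to −0.11), so numbers pair libraries within a strain only. With the replicate block over both strains, 704 mRNAs were enriched and 463 depleted, beside 696 and 458 without it. Of these, 695 and 456 are shared. A block within each strain gave 729 and 476, and a block with crossed numbers 713 and 473. For growing WT cultures, where the pairing correlation was 0.13, the replicate block gave 1 mRNA with lower ribosome association at 3 h in place of 0.

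Depth limits vacuole replicate 2 labelled *rny1*Δ *atg2*Δ, where mRNAs under 5.60 CPM fall below 3 counts. The footprint fit recovered 42% of simulated changes of 2 on the log2 scale, with 2 residual degrees of freedom and a biological coefficient of variation of 0.217, and whether depth limits it was not tested.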

Differences from the paper's values

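The median enrichment of the vacuole-enriched mRNAs in the strain without Atg2 is about 0.2 in Fig. 2b, read by eye, and was 0.094 here. None of the alternatives set before the data were examined closed the gap, and the nearest was 0.15 with at least 10 counts in every library.

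The median change of vacuole-enriched mRNAs in WT cells at 3 h is about −0.6 in Supplementary Fig. 2e, read by eye, and was −0.50 here. It was −0.58 for lists called from the rapamycin libraries only and −0.56 without growing replicate 2, which closed the gap. For the depleted mRNAs of that figure, about 0.5 read by eye and 0.52 here, the same settings gave 0.75 and 0.55 and opened a gap. The time points taken together (−0.38), without replicate 1 (−0.46), the other filters, the size factors and the fit of all 10 libraries did not.

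The median change in ribosome association of vacuole-enriched mRNAs at 3 h is about 0.6 in Fig. 4b, read by eye, and was 0.48 here. A first reading of the same figure by eye was lower and close to 0.48, so the gap may lie in the reading alone. None of the alternatives set before the data were examined closed the gap from 0.6, and their values lay between 0.37 and 0.52.

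For Fig. 4a, the paper's source data give log2 ribosome association per time point. For *LYS1*, the paper's value is 0.229 at 0 h and was 0.33 here as the mean of the growing replicates. With DESeq2's size factors it was 0.23, which closed the gap, while the growing replicates alone (0.37 and 0.29) did not. At 3 h, where the paper's value is 1.03 and was 1.06 here, the size factors gave 0.97 and opened a gap. At 1 h the paper's value is 0.792 and was 0.74 here, and 0.75 with the size factors, which closed the gap. At 2 h it is 0.785 in the paper and was 0.73 here, and 0.70 with the size factors, which did not close it. For *NTH2* at 3 h, the paper's value is −0.049 and was 0.034 here, and −0.058 with the size factors, which closed the gap.

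The paper states that selectivity does not depend on the basal abundance of an mRNA. Here the correlation of enrichment with abundance was 0.19 across genes, and 58 mRNAs of the lowest and 344 of the highest quartile of abundance were vacuole enriched. The paper presents the trends of vacuole-depleted mRNAs as reproducible at each time point, and here their median at 1 h was −0.00162 against growing replicate 1 alone and −0.26 against replicate 2 alone.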

Other observations

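The tests on the growing footprint libraries were chosen only after the difference between them was seen. The tests on gene length and on the time course were written before their results.

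The growing footprint replicates of WT cells differed in the direction of the rapamycin response. Across 5075 genes, the difference of replicate 2 from replicate 1 had a slope of 0.36 on the change of footprints at 1 h. A growth state shared by the whole culture would appear in RNA-Seq of the same lysate, where the slope was 0.038. Lower depth was tested by thinning replicate 1 to the depth of replicate 2, which gave a slope of −0.0071. Footprints of rapamycin-treated cells in the library were tested on the 100 mRNAs that rose most at 1 h. Their median log2 footprints per mRNA, relative to all mRNAs, was 2.78 in growing replicate 2, and 0.35 in replicate 1, 0.50 at 1 h, 0.38 at 2 h and 0.43 at 3 h. A mixed sample, in which growing replicate 2 holds footprints of treated cells, is a candidate explanation that these values leave open. If so, between 35.6% and 46.6% of its footprints could come from treated cells, depending on the time point taken as the source. A difference between library batches has no label to test it by.

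Vacuolar enrichment fell with the length of the coding sequence, with a Spearman correlation of −0.49 across genes and −0.42 without the growing libraries. Median length was 197.5 codons for enriched, 608.5 for depleted and 396 for all mRNAs. Gene length was tested as an explanation of the set differences by removing a smooth trend on length from each library. The amino acid biosynthesis set had a difference of 0.90 after the correction and 0.88 before it. Its median of 440 codons is close to that of all mRNAs, so a trend on length would give this set little difference. The difference of 0.90 after the correction (camera with Benjamini-Hochberg adjustment, adjusted p = 4.4e-19) therefore argues against length as the source for this set. The large and small ribosomal subunit sets fell to 0.20 and 0.36, from 0.75 and 0.87 with the same block alone, and most of their difference may reflect length. Protein kinases moved to −0.28 from −0.56, and transcription factors to −0.17 from −0.38, so length could account for part of these differences. The energy reserve metabolism set moved to −0.85 from −1.13. Whether short mRNAs are delivered preferentially or recovered preferentially cannot be told apart by these tests, and a correction removes either.

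Vacuoles collect mRNA over 3 h, so mRNAs that fall late could appear enriched. The correlation of enrichment with the WT change from 1 h to 3 h was −0.13 across genes, and weaker than the −0.20 set as the limit before the test. With the WT change over the whole 3 h, which was not part of that test, it was −0.28. Collection over time may therefore contribute to the enrichment, and these correlations do not separate it from loss of the same mRNAs by degradation.

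In growing cells, 76 mRNAs had at least 100 counts and a log2 vacuole/total ratio of at least 1 under both labels. They held 7.46% of the counts in the growing vacuole library labelled *rny1*Δ and 2.27% in its total lysate, and 53 of them were depleted under *rny1*Δ. The growing ratios under *rny1*Δ and *rny1*Δ *atg2*Δ had a Spearman correlation of 0.75 across genes. Enrichment and the change of total mRNA in the libraries labelled *rny1*Δ had a correlation of −0.50 across genes, and these measures share the total libraries.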
